# Genome-wide target analysis of NEUROD2 provides new insights into regulation of cortical projection neuron migration and differentiation

**DOI:** 10.1186/s12864-015-1882-9

**Published:** 2015-09-05

**Authors:** Efil Bayam, Gulcan Semra Sahin, Gizem Guzelsoy, Gokhan Guner, Alkan Kabakcioglu, Gulayse Ince-Dunn

**Keywords:** NEUROD2, Cortical projection neuron, Cortical layers, Radial migration, Axon guidance

## Abstract

**Background:**

Cellular differentiation programs are controlled, to a large extent, by the combinatorial functioning of specific transcription factors. Cortical projection neurons constitute the major excitatory neuron population within the cortex and mediate long distance communication between the cortex and other brain regions. Our understanding of effector transcription factors and their downstream transcriptional programs that direct the differentiation process of cortical projection neurons is far from complete.

**Results:**

In this study, we carried out a ChIP-Seq (chromatin-immunoprecipitation and sequencing) analysis of NEUROD2, an effector transcription factor expressed in lineages of cortical projection neurons during the peak of cortical excitatory neurogenesis. Our results suggest that during cortical development NEUROD2 targets key genes that are required for Reelin signaling, a major pathway that regulates the migration of neurons from germinal zones to their final layers of residence within the cortex. We also find that NEUROD2 binds to a large set of genes with functions in layer-specific differentiation and in axonal pathfinding of cortical projection neurons.

**Conclusions:**

Our analysis of *in vivo* NEUROD2 target genes offers mechanistic insight into signaling pathways that regulate neuronal migration and axon guidance and identifies genes that are likely to be required for proper cortical development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1882-9) contains supplementary material, which is available to authorized users.

## Background

The neocortex is a six-layered structure composed of myriad excitatory and inhibitory neuron types. Developmental programs, controlled by multiple cell-intrinsic and –extrinsic cues, establish unique patterns of connectivity for the diverse neuronal subtypes located in different layers. While the granular neurons of layer IV form networks of local connections within cerebral hemispheres, projection neurons of layers II/III, V and VI mediate long distance communications both within and outside the cortex.

Developmentally, excitatory neurons are born from dividing progenitors located in distinct germinal domains situated at ventricular and subventricular zones of the dorsal telencephalon. Once born, they migrate to superficial cortical layers, with each wave of migrating neurons surpassing predecessors, resulting in six distinct cortical layers generated in an inside-out manner [1]. Consequently, birthdate of a neuron determines its final layer of residence and confers its layer-specific properties. During and following migration, cortical projection neurons initiate expression of specific sets of axon guidance molecules that allows pathfinding to correct targets [2]. The end product of this highly complex and regulated migration and axon guidance process is a neocortex organized into six layers, with neurons residing in each layer exhibiting unique physiological properties and patterns of connectivity [3].

Almost all aspects of neurogenesis, migration and neuronal differentiation are orchestrated by hierarchical and combinatorial functioning of transcription factor (TF) networks [4]. Within the embryonic germinal zones, expression of *Neurog1* and *Neurog2* proneural basic helix loop helix (bHLH) transcription factors commit neural progenitors to cortical excitatory neuron identity [5, 6]. NEUROG2 is both necessary and sufficient for generation of these neurons [7] and NEUROG2 initiated specification of projection neuron identity involves a complex transcription factor network composed of effector transcription factors, such as TBR1 (T-box brain 1), NEUROD1 (Neuronal differentiation 1) and NEUROD2 (Neuronal differentiation 2) [7–9].

Despite our relatively thorough understanding of the TFs required for specifying a cortical excitatory neuron identity, little is known about how differentiation programs are executed by effector TFs and the nature of the downstream target genes required for corticogenesis. For example, *Neurod2* is expressed within a wide temporal window (from embryonic day 10.5 throughout adulthood) outside of the proliferative zones and constitutes a potential regulator of critical aspects of differentiation and/or maintenance of different types of cortical excitatory neurons [8, 10]. Indeed, several studies investigating the consequences of NEUROD2 loss-of-function in mice have demonstrated that NEUROD2 is required for commissural axon pathfinding of layer II/III callosal projection neurons, formation of cortical somatosensory maps within layer IV granular neurons and maturation of dendrites and synapses in the hippocampus [11–13]. Furthermore, a gain-of-function study has demonstrated that misexpression of *Neurod2* in ventral telencephalon progenitors is sufficient to prevent their normal GABAergic differentiation [14].

Although during development NEUROD2 controls the execution of a wide range of functions, its target genes during cortex development are largely unknown. In this study we identified genome-wide targets of NEUROD2 during mid-embryogenesis. We demonstrate that NEUROD2 binds to a large number of target genes with prominent roles in radial migration, layer-specific differentiation and axon pathfinding of cortical projection neurons. Moreover, we find that NEUROD2 is positioned to control cortical radial migration by regulating members of the Reelin signaling pathway. Importantly, we demonstrate that expression of *Cdk5r1*, the regulatory subunit of cyclin-dependent kinase 5, is critically dependent on NEUROD2. Our identification of NEUROD2 targets offers mechanistic insight into known and potentially novel functions of this effector transcription factor and points to the importance of carrying out ChIP-Seq analysis at developmental timepoints within relevant tissue.

## Results and discussion

### Identification of NEUROD2 binding sites in embryonic cortex

In mice, the bulk of cortical excitatory neurogenesis takes place during the last ten days of gestation, a period which also coincides with high levels of *Neurod2* expression [10, 15]. Therefore, in order to determine the genome-wide targets of NEUROD2 during cortical development, we carried out chromatin-immunoprecipitation followed by high-throughput sequencing (ChIP-Seq) (Fig. 1b). First, we identified three antibodies that could successfully immunoprecipitate NEUROD2 following overexpression in Neuro2A cell line (Additional file 1). After isolating NEUROD2-associated chromatin from mouse embryonic day 14.5 (E14.5) cortex, we confirmed that the promoter region of the *Nhlh2* gene, a previously identified NEUROD2 target [16], was amplified by PCR using ChIP template DNA precipitated by all three NEUROD2 antibodies, but not from ChIP DNA prepared by an unrelated antibody against GFP (Fig. 1a). After massively parallel sequencing of all three NEUROD2 ChIP DNA and two separate GFP ChIP DNA samples, we mapped reads using Bowtie short read aligner [17, 18]. 

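Chromatin from the cortex of embryonic day 14.5 (E14.5) mice was precipitated with 3 antibodies against NEUROD2 and with 2 antibodies against GFP, and each precipitate was sequenced as 1 library. Antibody ab1 was raised in mouse, and ab2 and ab3 were raised in rabbit. The data therefore hold 1 library per antibody of a single condition, and no antibody has a biological replicate. Additional file 2 lists 26767599 reads for ab1, 23084508 for ab2 and 22361435 for ab3, against 24495706 for the GFP control raised in mouse and 27912562 for the GFP control raised in rabbit. The authors mapped the reads to the mm10 build, removed duplicates and reads with several map positions, and called peaks for each NEUROD2 antibody separately with MACS against the GFP library of the same host species. Thus ab2 and ab3 share their control library. The deposited files give the position of each peak and a score, which is 10 times the −log10 of the peak caller's p-value and is not scaled between libraries. The reads themselves and the number of unique reads per library were not used here, so every value rests on the called peaks alone. Peaks that shared at least 1 bp with a peak of another antibody were merged into regions. The midpoint of each region was then placed on the mm10 sequence and on the Ensembl transcripts in GENCODE release M21 of the same build. The spread of a value is given as the SD over the 3 antibodies, each taken with its own peaks, and describes 3 antibodies rather than 3 samples. Intervals for shares are 95% Wilson intervals, which cover counting error only. The settings left open by the methods were chosen before the data were examined, and so were the alternatives to them, except those said to have been added or chosen after the values had been seen.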

NEUROD2 peaks were identified by MACS (Model-based analysis of ChIP-Seq) [19] and GFP peak alignments were used as input control dataset for signal normalization (cutoff p-value of < 10^−5^). From the three experimental samples a total of approximately 32,900,000 unique reads were identified, which mapped onto 94,621 peaks (Additional file 2).

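The deposited lists held 51841 peaks for ab1, 35310 for ab2 and 7470 for ab3, which is 94621 peaks in total and 31540.3 ± 22424 (SD, n = 3) per antibody. The reads listed for the 3 libraries add up to 72213542. This is the depth used here, and the paper's smaller number of unique reads was not. For each 1000000 reads, ab1 gave 1937 peaks, ab2 gave 1530 and ab3 gave 334. Peaks of ab1 had a median width of 689 bp, those of ab2 of 769 bp and those of ab3 of 658 bp. The median score was 149.2 for ab1, 127.1 for ab2 and 89.4 for ab3, and the lowest score in the lists of ab1 and ab2 was 50, the score of the p-value cutoff. A score of at least 100 was reached by 33826 peaks of ab1, 21245 of ab2 and 3196 of ab3. The score of 3100 was shared by 661 peaks of ab1 and 62 peaks of ab2, so the order of the strongest peaks is not resolved.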

**Fig. 1:**
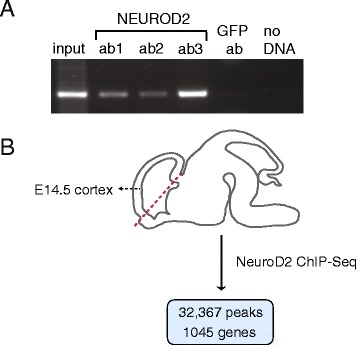
ChIP-Seq reveals NEUROD2 target genes during cortical development. **a** Chromatin DNA was immunoprecipitated with three different antibodies against NEUROD2 (ab1, ab2 or ab3) or with a GFP antibody which was used as a negative control. PCR was performed using immunoprecipitated DNA as template. Specific primers amplified the promoter region of a previously identified NEUROD2 target gene *Nhlh2* [16]. An enrichment for the positive control *Nhlh2* gene was demonstrated in NEUROD2 ChIP-PCR samples as compared to GFP ChIP-PCR. **b** The developing cortex (dorsal telencephalon) was dissected from E14.5 mouse brain and used for NEUROD2 ChIP-Seq. 32,367 peak regions and 1,045 target genes were identified

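The log10 of the highest peak score per region was compared between each pair of antibodies, over the merged regions where both had a peak. Pearson's r was 0.885 for ab1 and ab2 over 32211 regions (95% confidence interval 0.883 to 0.888). It was 0.683 for ab1 and ab3 over 7196 regions (0.670 to 0.695) and 0.769 for ab2 and ab3 over 7175 regions (0.760 to 0.778). The squares of these coefficients were 0.784, 0.466 and 0.592. Spearman's rho for the same 3 pairs was 0.845, 0.738 and 0.770. These are correlations across regions, which are not independent replicates, and no p-value was computed. The pair of ab2 and ab3 also shares a control library, and whether that library affects its coefficient was not tested, since peak lists do not allow it. The largest change came from including every region that either antibody of a pair had called, with a missing peak set to a score of 0, under which r for ab1 and ab2 fell to 0.444.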

The quality of our data was validated by the high degree of correlation among the three NEUROD2 antibodies (Pearson’s correlation coefficient R^2^ values: ab1 and ab2: 0.89; ab1 and ab3: 0.75; ab2 and ab3: 0.84). In contrast, comparison of NEUROD2 peaks generated by the three individual antibodies to those of another transcription factor expressed in the mouse embryonic brain, CTCF, resulted in much lower R^2^ values (ab1 and CTCF ab: −0.16; ab2 and CTCF ab: −0.18; ab3 and CTCF ab: −0.21). In an effort to reduce false-positive binding sites due to non-specific interactions of the particular antibody used, we decided to discard peaks that are identified in only one of the three ChIP-Seq datasets acquired using the three separate antibodies. As a result, out of a total of 94,621 peaks from three separate datasets, 72,871 peaks were found to be located in regions containing overlapping peaks from at least two antibodies. 

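With an overlap of at least 1 bp, 73046 of the 94621 peaks (77.2%) lay in merged regions that held peaks of at least 2 antibodies. The share was 63.7% of the peaks of ab1 (33013), 92.5% of those of ab2 (32665) and 98.6% of those of ab3 (7368). The remaining 21575 peaks were called with a single antibody, 18828 of them with ab1, 2645 with ab2 and 102 with ab3. Peaks called with ab1 alone had a median score of 77.6, against 271.4 for the shared peaks of ab1. To give the overlap that chance allows, the peaks of the smaller list of each pair were shifted along their chromosomes 1000 times, with runs of unknown bases left out. Of the peaks of ab3, 98.4% overlapped a peak of ab1 against a mean of 3.24% after shifting, and 98.1% overlapped a peak of ab2 against 2.35%. Of the peaks of ab2, 92.5% overlapped a peak of ab1 against 3.56%, which was the smallest of the 3 ratios at 26.0. In each of the 3 comparisons no shift reached the observed overlap (one-sided permutation test, p = 0.001, the smallest that 1000 shifts can give, and 0.001 after Benjamini-Hochberg adjustment over the 3). On simulated lists with 7470 independent positions, 2 of 20 runs of this test fell below a p of 0.05, with a mean ratio of 1.01. Requiring a score of at least 100 moved the number of shared peaks most among the settings that keep all 3 antibodies, to 44094 of 58267. Without ab1 the number was 14566 and without ab2 it was 14617, while without ab3 it was 65625.

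**Figure D1:**
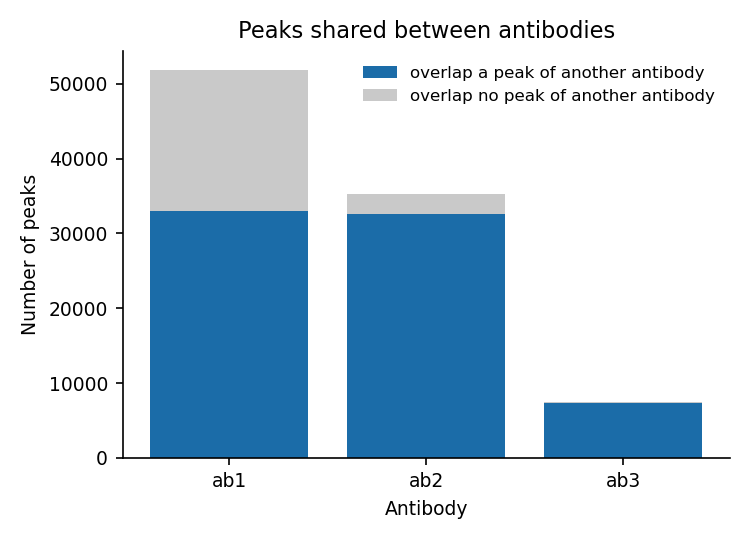
Number of peaks of each NEUROD2 antibody, split into peaks that share at least 1 bp with a peak of another antibody and peaks of that antibody alone. Peaks of a single antibody number 18828 for ab1, 2645 for ab2 and 102 for ab3.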

Next, we collapsed all the overlapping peaks to obtain the union of peak coordinates and as a result identified 32,367 NEUROD2 binding locations. 

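Merging gave 32262 regions, of which 25102 held peaks of 2 antibodies and 7160 held peaks of all 3. Among the regions with 2 antibodies, 25051 combined ab1 and ab2, 36 combined ab1 and ab3, and 15 combined ab2 and ab3. The number of regions therefore rests on ab1 and ab2, and it was 7203 without ab1 and 7226 without ab2, but 32218 without ab3. When an overlap of at least 50% of the shorter peak was required, the number was 32367. The regions had a median width of 865 bp (223 to 7758 bp) and covered 33.0 Mb, or 1.25% of the known bases of mm10. The 3 regions listed first among the 5 that tie for the highest peak score, 3233 with ab1, lay on chromosome 1 from 55130624 to 55132187 and from 119901872 to 119903458, and on chromosome 15 from 69922890 to 69924555. Their scores with ab2 were 1559, 1325 and 1928, and with ab3 they were 164.0, 332.4 and 183.7. Of Additional file 3, only the first 1998 of the 32367 entries were read here, so no overlap with it was computed. Its first entry has a score of 10448.1 in the paper, and the peak scores in the same merged region summed to 10448.2. The highest peak in that region scored 3100, below 3233. The summed scores of the 3 regions given above were 4956, 4890 and 5428, so the 2 measures order the regions differently. A highest peak score of 3233 therefore does not mark the strongest regions. The 1 region outside chromosomes 1 to 19, X and Y was left out, and 32261 regions were taken further.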

Following analyses were carried out using these 32,367 NEUROD2 binding sites (Additional file 3).

Neuronal bHLH transcription factors like NEUROD2 bind to an E-box motif, which is loosely defined as CANNTG [20–22]. Therefore, we asked whether or not the NEUROD2 peak sequences were enriched in E-box elements. By using the MEME-CHIP Suite [23], a tool designed to identify enriched sequence elements in large datasets, we discovered that an extended E-box motif, CA(G/T)(C/A)TG(G/T), was significantly associated with NEUROD2 peak sequences (Fig. 2a).

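MEME-ChIP was not rerun, and the motif named in the paper was searched directly on both strands of the mm10 sequence. It was found in the central 200 bp of 19241 of the 32261 regions (59.6%, 95% confidence interval 59.1 to 60.2). Windows of the same size, placed 1000 bp outside either end of each region, carried it in 22.3% of cases on each side. In 14891 regions only the centre carried the motif, and in 2853 only the window on the one side that was tested (McNemar's exact test, two-sided, p = 1e-300, the smallest value given here). Windows with the same dinucleotides in shuffled order carried the motif in 22.8% of cases. Taken with its own peaks, each antibody gave a share above its flanks, with 59.4% for ab1, 59.2% for ab2 and 72.5% for ab3 (63.7 ± 7.61%, SD, n = 3) against flanks of 22.2 ± 0.217%. Among regions with peaks of all 3 antibodies the share was 63.4%. Of the 10 forms that the 2 middle bases of CANNTG can take, CAGCTG was the most enriched over flanks at 3.14-fold, followed by CAGATG at 2.74-fold and CATATG at 2.10-fold, whereas CAATTG stood at 0.780-fold. The regions with 3 or more motifs in the window held peaks of all 3 antibodies in 30.6% of 1643 cases, against 20.1% of the 13020 regions with none. The loose definition of the E-box moved the ratio of centre to flank most, from 2.67 to 1.25, since CANNTG occurred in 83.7% of centres and 66.8% of flanks. In 20 simulated sets of 7160 random positions no run fell below a p of 0.05, and with the motif planted at 10% of the positions all 20 did.

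**Figure D2:**
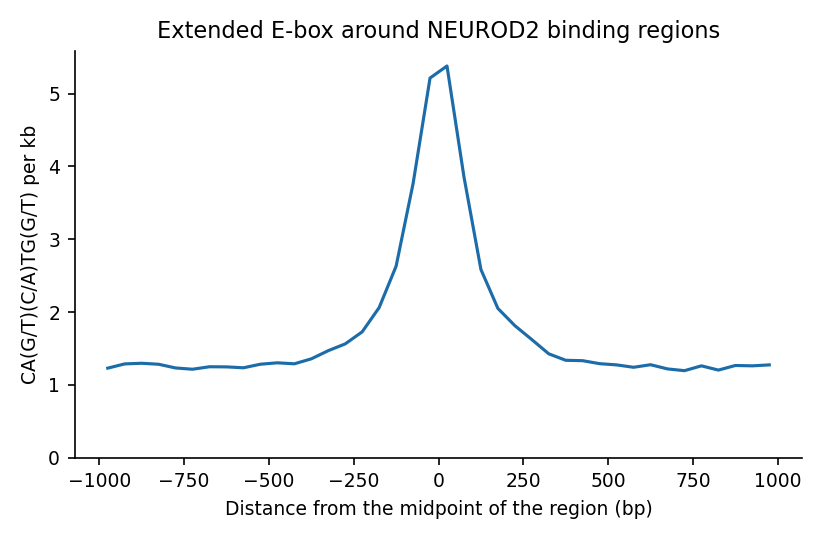
Number of extended E-box motifs per kb in bins of 50 bp around the midpoints of the merged regions. The motif reaches 5.38 per kb next to the midpoint and lies at 1.23 per kb at 1000 bp from it.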

**Fig. 2:**
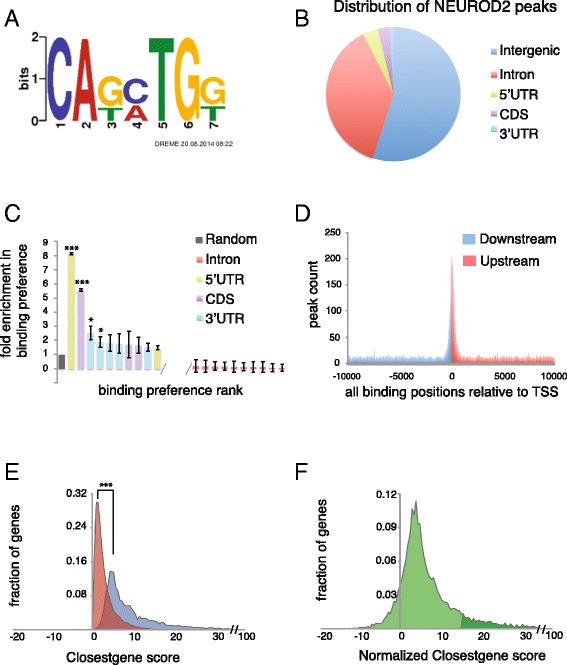
NEUROD2 binds to E-box elements proximal to TSSs *in vivo*. **a** NEUROD2 consensus sequence was predicted using 32,367 peak regions as input for the MEME-ChIP suite [23]. **b** Among the 32,367 NEUROD2 peaks, approximately 45 % mapped onto Ensembl annotated genes (mm10 reference genome) [24, 55]. Among them approximately 83 % mapped onto introns, and 17 % to either 5′UTR, CDS or 3′UTR exons. **c** The binding preference of NEUROD2 to introns, 5′UTR exons, 3′UTR exons and CDS exons was calculated. The number of NEUROD2 binding sites observed on introns (*red*), 5′UTR (*green*), 3′UTR (*blue*) and CDS (*purple*) exons were normalized to the length of each of these gene segments and compared to a random distribution profile (*grey bar*). The data suggests approximately an 8-fold enrichment in NEUROD2 binding to the first 5′UTR exon, a 5-fold enrichment in binding to the first CDS exon and approximately 2-fold enrichment in binding to the first and second 3′UTR exons. ***p-value ~ 0, *p-value < 0.001. **d** A binding map of NEUROD2 relative to closest TSSs, revealed that NEUROD2 has a binding preference within +/− 1000 bps of TSSs. Peaks that mapped upstream (*blue*) and downstream (*red*) of TSSs are color-coded. **e** The distribution profiles of ClosestGene scores [29] calculated by using NEUROD2 peaks (*blue*) were very significantly different from those calculated using randomly distributed peaks (*red*) on the genome (***p-value ~ 0). **f** Distribution of normalized scores for individual genes were generated by subtracting the ClosestGene score calculated using NEUROD2 peaks from that of random peaks. Dark green represents genes whose scores were greater than one standard deviation (*σ*) above the mean and were used for further analyses

In order to determine NEUROD2 binding preference along the genome and therefore gain insight into its mechanism of action, we examined peak positions relative to annotated transcriptional units. 

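Of the 32261 region midpoints, 19681 lay within the longest transcript of an Ensembl gene of any type, which is 61.0% (95% confidence interval 60.5 to 61.5). These transcripts cover 45.3% of the known bases, and 1000 sets of random positions gave the same mean share of 45.3% (two-sided permutation test with random positions, p = 0.002, the smallest that 1000 sets can give). The 3 antibodies taken with their own peaks gave 60.4 ± 1.44% (SD, n = 3). Of the alternatives set beforehand, the use of protein-coding genes alone moved the share most, to 54.2% against 38.6% for random positions. Among the regions with peaks of all 3 antibodies it was 58.5%.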

Analysis of all 32,367 sites revealed that approximately half of NEUROD2 binding locations (45 %) mapped onto annotated Ensembl transcripts (mm10 build) [24] and the remainder mapped onto intergenic regions. 

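Of the 19681 midpoints inside transcripts, 15985 fell in introns, a share of 81.2% (95% confidence interval 80.7 to 81.8), and the other 18.8% fell in exons. Positions drawn evenly from the same transcripts fell in introns in 91.9% of cases (two-sided permutation test over 1000 sets, p = 0.002, the smallest possible). Each antibody taken alone gave an intron share between 80.3% and 88.1% (83.3 ± 4.27%, SD, n = 3). First introns held 5383 midpoints, 1.05 times the random mean, and later introns held 10602, which is 0.818 times the random mean.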

Within a gene, 83 % of intragenic sites were associated with intronic regions and 17 % were associated with 5′UTR, coding (CDS), or 3′UTR exons (Fig. 2b). However, on average introns are ~25–30 times longer than exons [25], therefore in order to normalize for this length bias we calculated the probability of binding along a gene compared to a random distribution profile. 

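Each midpoint inside a transcript was assigned to 1 of 10 kinds of segment, and the number in each kind was set against the mean of 1000 even redistributions over the same transcripts. The first 5'UTR exon held 1446 midpoints against a random mean of 61.4 (SD 7.74), a ratio of 23.6 and the highest of the 10. The observed number lay 179.0 SDs of the random sets above their mean, and none of the 1000 sets reached it (two-sided permutation test, p = 0.002, the smallest possible, and 0.00286 after Benjamini-Hochberg adjustment over the 10 kinds). The antibodies differed in this ratio, which was 25.7 for ab1, 23.4 for ab2 and 7.25 for ab3 (18.8 ± 10.0, SD, n = 3). Leaving out ab1 or ab2 lowered it to 7.14 or 7.01, and regions with peaks of all 3 antibodies gave 6.12. The first coding exon held 794 midpoints, 7.21 times the random mean of 110.1 (6.04 ± 2.18 over the antibodies), and this ratio fell to 3.40 without ab1 and 3.48 without ab2. Later 5'UTR exons held 52 midpoints, 3.02 times the random mean, and later coding exons held 460, a ratio of 1.05. The first 3'UTR exon held 266 midpoints against a random mean of 423.5, a ratio of 0.628 (0.649 ± 0.0719 over the antibodies). The second 3'UTR exon held 14 against 21.1, a ratio of 0.665 that was not separated from random positions (two-sided permutation test, p = 0.136, adjusted p = 0.170).

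**Figure D3:**
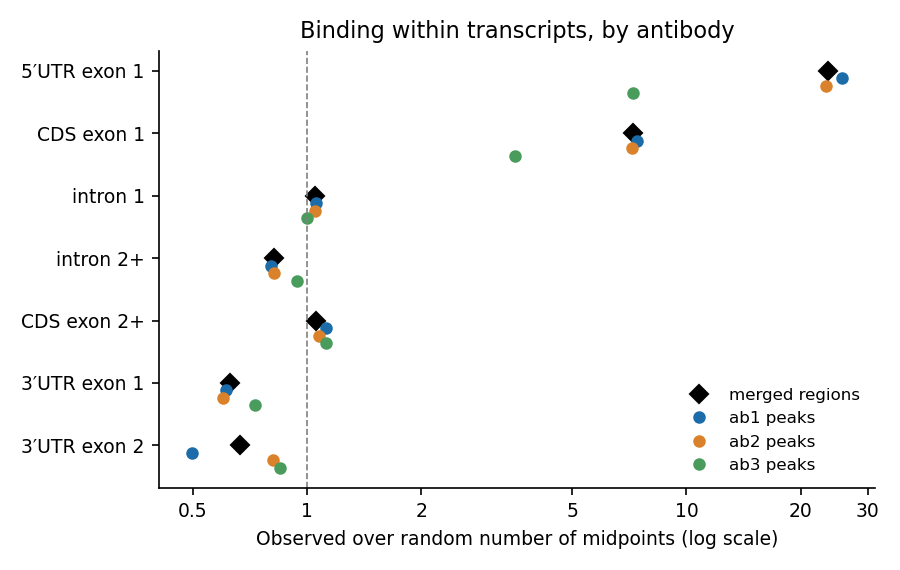
Ratio of observed to random midpoints (log scale) for the kinds of transcript segment, for the merged regions and for the peaks of each antibody. The first 5'UTR exon has the highest ratio, 23.6 for the merged regions and 7.25 for the peaks of ab3.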

Our calculations revealed that NEUROD2 binding was most likely to be embedded in the first 5′UTR exon with an approximately 8-fold enrichment in probability compared to random distribution (p-value = 1 × 10^−2132^) (Fig. 2c). 

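The distance from each region midpoint to the closest TSS of a longest transcript of any gene type was measured. It was at most 1 kb for 5051 of the 32261 regions, which is 15.7% (95% confidence interval 15.3 to 16.1) and 4.06 times the 3.86% of random positions (one-sided permutation test over 1000 sets, p = 0.001, the smallest possible). Of these regions, 1597 lay upstream of the TSS and 3454 on it or downstream. The most filled bin was that from 0 to 500 bp downstream, with 2942 regions against a random mean of 320.7. With their own peaks, ab1 gave 16.5%, ab2 gave 15.8% and ab3 gave 7.19% (13.2 ± 5.19%, SD, n = 3). Without ab1 the share was 7.25% and without ab2 it was 7.09%, whereas without ab3 it was 15.7%. Transcript choice also moved it, to 12.7% for protein-coding genes, 8.12 times the 1.57% of random positions, and to 19.9% for all annotated transcripts, 3.28 times the 6.05% of random positions. The extended E-box lay in the central 200 bp of 27.2% of the regions within 1 kb of a TSS, against 21.3% of their flanks (McNemar's exact test, two-sided, p = 2.7e-12, and 3.09e-12 after Benjamini-Hochberg adjustment over 8 groups by distance and gene type). It lay in 62.9% of the regions between 1 and 10 kb from a TSS and in 66.7% of those farther away, with flanks of 22.8% and 22.4%. For TSSs of protein-coding genes alone, the regions within 1 kb carried it in 20.8% of cases and their flanks in 21.1%, a difference not detectable here (McNemar's exact test, two-sided, p = 0.762 before and after adjustment). The central windows of these regions had a GC content of 67.1% against 44.7% in the flanks, and against their own dinucleotide-shuffled sequence, which had the motif in 13.6% of cases, the share was 1.53 times as high (95% interval 1.40 to 1.68). The part of these regions with peaks of all 3 antibodies carried it in 39.3% of cases, against 19.5% of the flanks (McNemar's exact test, two-sided, p = 4.75e-08). The other 3779 regions, with peaks of 2 antibodies, carried it in 19.2% of cases, below the 21.2% of the flanks on the one side (McNemar's exact test, two-sided, p = 0.029) and not separable from the 20.5% of those on the other (p = 0.193). From the enrichment at first 5'UTR exons and the accumulation around TSSs, the paper concludes that NEUROD2 in vivo prefers TSS-proximal sequences within or upstream of 5'UTR exons.

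**Figure D4:**
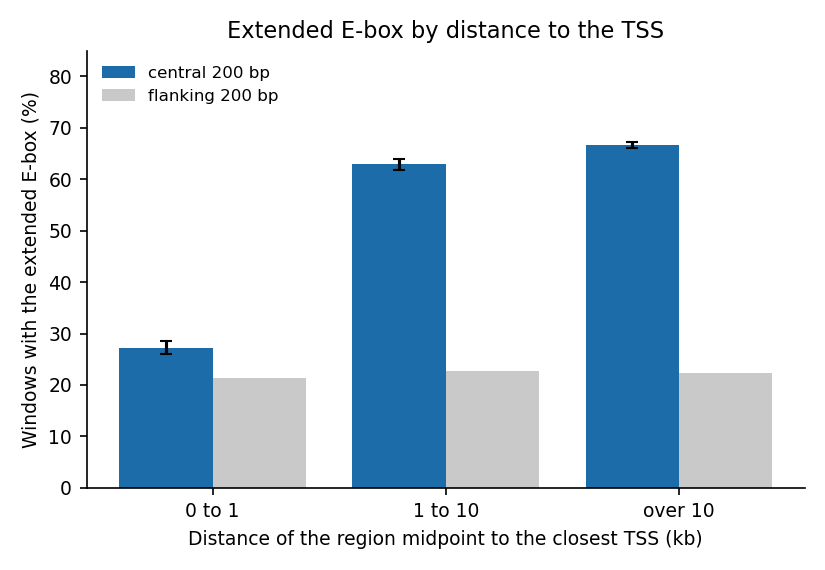
Share of regions with the extended E-box in the central 200 bp and in flanking windows, by distance from the closest TSS, with 95% Wilson intervals. Within 1 kb the share is 27.2%, and beyond 10 kb it is 66.7%.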

Next, we generated a NEUROD2 binding map relative to annotated transcription start sites (TSSs) and observed a major accumulation of NEUROD2 peaks within 1000 bps from a TSS (Fig. 2d). Therefore, *in vivo* NEUROD2 preferentially binds to TSS proximal sequences located within or upstream of 5′UTR exons.

A previous study used a ChIP-Seq approach to investigate genome-wide targets of NEUROD2 after its viral transduction into the P19 cell line [16]. However, since this study was conducted in cell culture, it may not provide an accurate reflection of the *in vivo* targets of NEUROD2 during cortex development. In fact, recent studies propose that transcription factor-chromatin associations are context dependent and can vary between developmental stages and tissue types [26–28]. Therefore, within the context of cortical development, with the exception of a small number of candidate genes studied so far, NEUROD2’s genome-wide targets and the kinds of biological processes regulated are largely unknown [11–13]. 

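Beyond 1 kb from the closest TSS lay 27210 regions, or 84.3% of all, and 62.0% lay beyond 10 kb and 22.6% beyond 50 kb. The median distance between a region midpoint and the closest TSS was 17491 bp.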

Since our data demonstrate that NEUROD2 binding was not exclusive to promoter regions or TSS-proximal sequences, we decided to employ a method for assigning individual peaks to genes which would also account for TSS-distant peaks, as opposed to methods which set fixed windows around TSSs for peak capturing. For this reason, we decided to use the *ClosestGene* method which assigns scores to individual genes based on the number of associated peaks and their proximity to respective transcription start sites [29]. We calculated two scores for each gene in the mouse genome by using either the 32,367 NEUROD2 peaks or the same number of randomly distributed peaks as the input dataset. Plotting the distribution profiles of the scores calculated by NEUROD2 peaks or random peaks revealed a very significant difference between these two datasets (p-value ~ 0) (Fig. 2e). 

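A score in the manner of ClosestGene was computed here for 55413 genes. Each region was assigned to the gene with the closest TSS and counted with a weight that falls exponentially with the distance, and the weights of a gene were summed. The decay length of 5000 bp was chosen here, since the paper's text does not name it, and values on this scale cannot be set against those of the paper directly. Regions fell to 16084 genes (29.0%), whereas random sets of 32261 positions reached 34.9% of the genes, so that the NEUROD2 regions were concentrated on fewer genes. Of the regions, 12750 were closest to a protein-coding gene and 19511 to a gene of another type. In 2595 genes the score lay above that of every one of 100 random sets.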

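The random score subtracted from each gene's score was the mean over the 100 sets. On the normalized scale the 5 highest genes were Stra6 (3.14, chromosome 9 from 58063788 to 58142031), Gm36756 (2.95, chromosome 12 from 100986623 to 101014822), 6430584L05Rik (2.73), 4930544F09Rik (2.72) and 2700046A07Rik (2.67). Of these only Stra6 is annotated as protein-coding. Without ab1 the 5 scores were 0.00159, 2.30, 1.46, 0.890 and 1.12, and without ab2 they were 0.00109, 2.32, 1.46, 0.892 and 1.21, where the threshold, computed anew for each setting, was 0.556 in both. Stra6 fell below this lower threshold and the other 4 lay above it, but 4930544F09Rik would not have passed the threshold with all antibodies. Among protein-coding genes considered alone, the 5 highest were Stra6 (3.17), Tbr1 (3.04, chromosome 2 from 61804453 to 61814114), Myt1l (2.90), Kif21b (2.76) and Nfix (2.64). Tbr1, with all gene types, fell to −0.00700 without ab1 or without ab2, below the threshold.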

Next, we calculated a normalized ClosestGene score for each gene by simply subtracting the random score from the NEUROD2 score (Additional file 4). We then selected putative target genes, with varying scores, for confirmation by NEUROD2 ChIP followed by quantitative PCR (qPCR) using the immunoprecipitated DNA as template. 

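The threshold of the mean plus 1 SD over the genes with at least 1 region was 0.900 on the normalized scale, and 2793 genes lay above it, 1942 of them protein-coding and 851 of other types. With their own peaks the antibodies gave 2368, 2264 and 911 genes (1848 ± 813, SD, n = 3). With a threshold computed anew, there were 904 genes without ab1 and 910 without ab2, against 2783 without ab3. The alternative that moved the count most was to count assigned regions of protein-coding genes without any decay, which was added after the values had been seen and gave 778 genes. Protein-coding genes with the decay of 5000 bp gave 909. At the threshold of 0.900, random sets put 467 ± 20.6 genes above it (SD over 100 sets, one-sided permutation test, p = 0.0099, the smallest possible). The random sets lack the accumulation of regions near TSSs, so this test cannot separate clustering on single genes from that accumulation. When each random set was given a threshold from its own mean and SD, however, 3435 ± 33.8 of its genes passed, more than with the NEUROD2 regions, so the count itself depends on a threshold that moves with the scores. In simulated data with 3 regions planted at each of 200 protein-coding genes among 32261 sites, 195 of the 200 passed, and so did 1130 other genes (5.20%).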

We selected genes from the top 1,045, representing genes whose scores were above one standard deviation (σ) of the mean and were able to confirm 10 out of 11 (Fig. 2f and Additional file 5). In addition, as negative controls we tested 5 genes (*Gsx2, Dlx2, Npy, Gad1* and *Calb2*) which were not identified as NEUROD2 targets (i.e., non-targets). These five genes are expressed in interneurons and not in *Neurod2*-expressing cortical projection neurons. 

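Additional file 5 lists 15 genes with a score and the 5 non-targets. None of the 5 non-targets lay above the threshold here, and their normalized scores were 0.00574 for Calb2, −0.0905 for Gsx2, −0.123 for Npy, −0.0990 for Dlx2 and 0.380 for Gad1. Gad1 has a region 3786 bp upstream of its TSS, and the region closest to the TSS of Calb2 lies 9524 bp upstream with peaks of all 3 antibodies. For Gsx2 the distance was 45034 bp, for Npy 27599 bp and for Dlx2 78873 bp. Of the 15 scored genes, 7 lay above the threshold, among them Cdk5r1, Tbr1 and Neurod6. Without ab1 only Neurod6 and Bhlhe22 passed the lower threshold of that setting, and without ab2 also Bcl11b, while the count stayed at 7 without ab3. A peak score of at least 100 put 12 of the 15 above its threshold. Of the 11 genes that have a score above 20 in the paper, 6 did with all peaks. The 15 genes had a median of 2 regions and the non-targets a median of 1, a difference not separable from chance (two-sided exact permutation test over 15504 arrangements, p = 0.617). For protein-coding genes alone the medians were 9 and 1 (two-sided exact permutation test, p = 0.0467). Across the 15 genes, Spearman's rho between the normalized score and the score in the paper was −0.0464 (two-sided permutation test, p = 0.873), and Pearson's r was 0.282. Genes are not independent replicates. The coefficient changed with other settings. It was −0.429 with a decay of 1000 bp (two-sided permutation test, p = 0.112) and reached 0.546 when assigned regions were counted without decay (two-sided permutation test, p = 0.0381). With protein-coding genes and no decay, a combination added after the values had been seen, it was 0.942 (two-sided permutation test, p = 1e-05, the smallest possible), and 10 of the 15 genes then lay above the threshold.

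**Figure D5:**
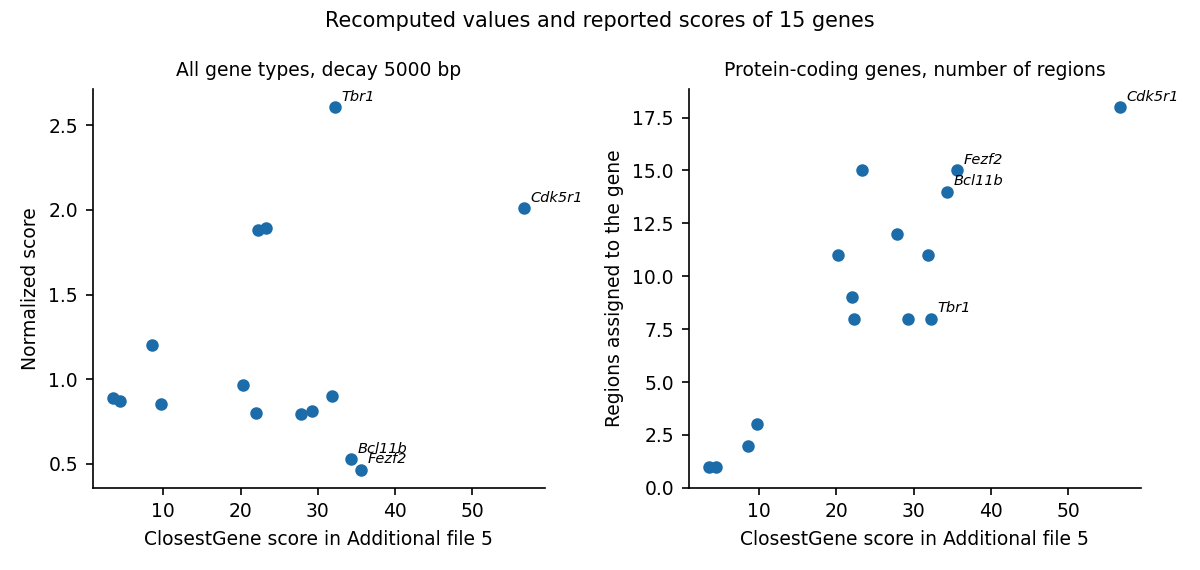
Score of the 15 genes of Additional file 5 in the paper against 2 recomputed values. These are the normalized score of the setting fixed beforehand and the number of assigned regions among protein-coding genes. Spearman's rho is −0.0464 for the former. The rho of 0.942 given in the text is for the number of assigned regions minus its mean in random sets, which is not drawn.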

We did not observe any significant enrichment in NEUROD2 binding to 4/5 of the non-target genes and only a slight enrichment in *Gsx2,* a finding worthy of future investigation (Additional file 5). In sum, in light of our high confirmation rate of NEUROD2 binding to putative target genes we decided to use the top 1,045 in all further analyses.

### NEUROD2 target genes are associated with radial migration of cortical neurons

To further gain broad understanding into the biological processes regulated by NEUROD2 we carried out gene ontology analysis. We identified significantly over-represented biological processes in the top 1,045 targets against all of the genes in the mouse genome. Ranking based on fold enrichment of biological processes above a significance threshold (p-value < 10^−3^), revealed that the highly ranked NEUROD2 controlled activities broadly converged onto two major developmental processes; cortical radial migration and axon guidance/fasciculation (Table 1).

**Table 1:** Gene Ontology Analysis of NEUROD2 targets

Biological process	Fold enrichment	p-value
Neuron projection guidance	3.61	3.36 × 10^−08^
Axon guidance	3.56	8.24 × 10^−04^
Forebrain neuron differentiation	3.15	1.53 × 10^−04^
Forebrain cell migration	2.93	4.91 × 10^−08^
Central nervous system neuron development	2.91	6.79 × 10^−06^
Cerebral cortex cell migration	2.88	2.81 × 10^−09^
Telencephalon cell migration	2.86	1.12 × 10^−07^
Cerebral cortex radially oriented cell migration	2.75	3.3 × 10^−05^
Axon fasciculation	2.69	7.55 × 10^−18^
Neuron recognition	2.69	7.55 × 10^−18^

Biological process categories above a cutoff p-value (<1 × 10^−3^) are ranked by fold enrichment. Fold enrichment is calculated as log_2_(observed/expected)

To gain further understanding of the signaling pathways that were regulated by NEUROD2, we carried out pathway analysis with the NEUROD2 target genes against all pathways present in the Biocarta database (http://www.biocarta.com/genes/index.asp). Interestingly, we identified *Reelin Signaling* as the most significantly targeted pathway (p-value: 4.7 × 10^−3^) (Additional file 6). The REELIN protein is secreted by the Cajal-Retzius cells, located on the surface of the developing cortex. By binding to receptors on migrating cortical neurons, REELIN promotes reorganization of the cytoskeleton and regulates neuronal migration (Fig. 3a) [1, 30]. Our analysis revealed that NEUROD2 targets included several key members of this pathway, such as *Fyn*, *Cdk5r1*, *Dab1* and *Lrp8 (*ApoE Receptor 2) genes (Fig. 3a).

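Cdk5r1 lies on chromosome 11 of mm10 from 80477023 to 80481184. It had 5 assigned regions and a normalized score of 2.01, and its mean over the antibodies was 1.32 ± 1.10 (SD, n = 3), with 1.90 for ab1, 2.00 for ab2 and 0.0539 for ab3. Without ab1 it scored 0.0530 and without ab2 0.0493, in both cases below the threshold. Fyn, on chromosome 10 from 39369764 to 39565381, had 3 assigned regions and a score of 0.910 (0.922 ± 0.0987 over the antibodies), just above the threshold, and it lay above with any antibody left out. The region closest to its TSS, 382 bp away, held peaks of all 3 antibodies. When only protein-coding genes were used, Fyn had nearly the same score, 0.909, but fell below the higher threshold of 0.977 in that setting. Lrp8, on chromosome 4 from 107802261 to 107874167, scored 0.815 with 1 assigned region, below the threshold (0.563 ± 0.520 over the antibodies). Of the 8 regions assigned to Lrp8 among protein-coding genes, 7 were closer to the TSS of a noncoding gene, and 3 of these to Lrp8os2. Dab1, which spans 1061 kb of chromosome 4 from 103619665 to 104680382, scored −0.0406 with 1 assigned region, also below the threshold. Its transcript overlapped the midpoints of 26 regions, 5 of them with peaks of all 3 antibodies and 15 with the extended E-box, but the region closest to its TSS lay 14094 bp upstream. The Biocarta analysis was not repeated here.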

**Fig. 3:**
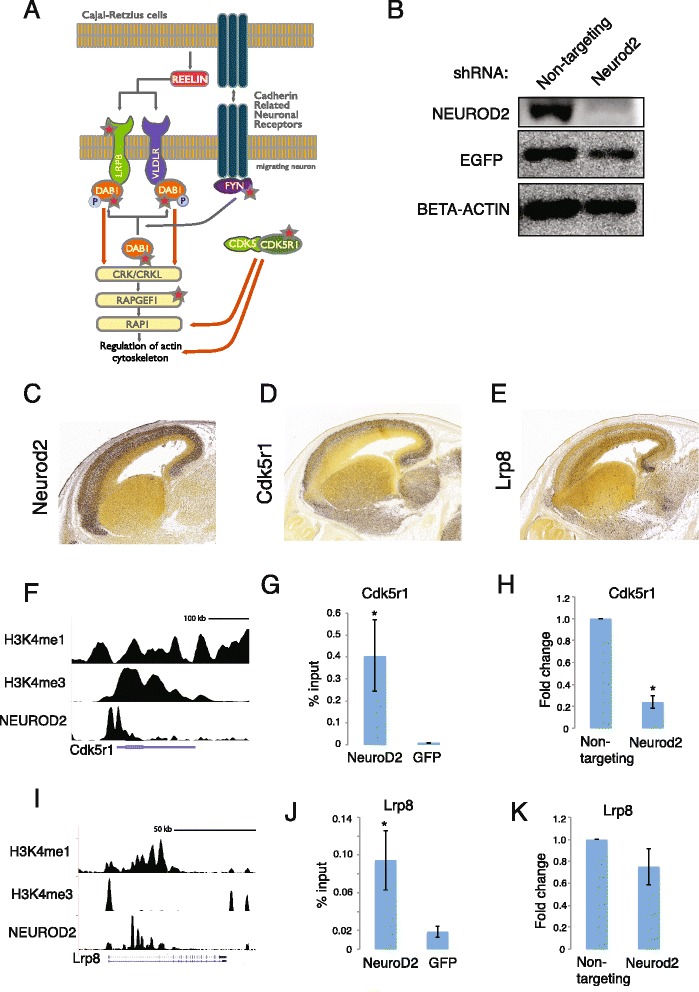
NEUROD2 targets *Cdk5r1* and *Lrp8* genes during corticogenesis. **a** Diagrammatic representation of the Reelin signaling pathway that is required for cortical radial migration. Genes that are targets of NEUROD2 are marked with a red star. **b** NEUROD2 western blotting confirms knockdown in primary cortical neuronal culture transfected with Neurod2 shRNA as compared to a non-targeting shRNA. EGFP is used to verify transfection efficiency and BETA-ACTIN is used as a loading control. **c**, **d** and **e** mRNA expression data is obtained from Allen Developing Mouse Brain Atlas (http://developingmouse.brain-map.org) for *Neurod2*, *Cdk5r1* and *Lrp8* genes in E15.5 mouse brain. **f** and **i** NEUROD2 peaks associated with *Cdk5r1* and *Lrp8* are plotted relative to enhancer (H3K4me1) and promoter (H3K4me3) marks. H3K4me1 and H3K4me3 ChIP-Seq data is from (www.encodeproject.org) [31]. Peaks are plotted using the genome browser at genome.ucsc.edu. **g** and **j** NEUROD2 ChIP followed by qPCR confirms NEUROD2 binding to the promoter regions of *Cdk5r1* and *Lrp8* relative to a negative control (GFP ChIP). Data is normalized to the amount of input DNA as described in the *Methods* section (p-value < 0.05). Bars represent standard error of mean. Data represents two biological and five technical replicates. **h** and **k** Reverse transcription and qPCR analysis of neurons transfected with Neurod2 shRNA or non-targeting shRNA reveals a significant reduction in *Cdk5r1* mRNA levels (p-value = 9.6x10^−8^) and a trend of reduction in *Lrp8* levels (p-value = 0.18) after *Neurod2* knockdown. All RT-qPCR results represented data from 3 biological samples each analyzed in technical triplicates. Bars represent standard error of mean

We next focused our analysis on two important regulators of cortical radial migration, *Cdk5r1* and *Lrp8* genes. Initially, examination of expression patterns at mid-embryogenesis (E15.5) revealed that *Neurod2* expression largely overlapped with zones of *Lrp8* and *Cdk5r1* expression (Allen Developing Mouse Brain Atlas, Fig. 3c, d and e). Next, we examined whether NEUROD2 binding along *Cdk5r1* and *Lrp8* genes were associated with enhancer or promoter regions. We acquired ChIP-Seq data from E14.5 whole brain for H3K4me1 histone modification as a marker for enhancer regions and H3K4me3 modification as a marker for promoter regions [31] (www.encodeproject.org). Overlaying of these datasets with NEUROD2 peaks revealed that NEUROD2 binding was associated with both promoter and enhancer specific histone marks on these two genes (Fig. 3f and i). 

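The histone data were not used here, and the positions of the NEUROD2 regions follow from the peak lists alone. Within 20 kb of Cdk5r1 lay 6 regions, 4 of them with the extended E-box. The region from 80476155 to 80478334 on chromosome 11 has its midpoint in the 5'UTR of the single exon, 222 bp from the TSS, and had a score of 1051 with ab1 and 349.7 with ab2 but no peak of ab3 and no extended E-box. The only region there with peaks of all 3 antibodies ran from 80488882 to 80490304, 12570 bp downstream of the TSS, with scores of 1031, 556.8 and 67.6. Around Lrp8 there were 9 regions, 8 of them in its introns, 5 with the extended E-box and 3 with peaks of all 3 antibodies. The region over the TSS, from 107801368 to 107804479 on chromosome 4, scored 458.9 with ab1 and 198.4 with ab2 and had no peak of ab3. The region with the highest scores of ab2 and ab3 was the one from 107816727 to 107818488, in an intron 15347 bp from the TSS, with scores of 3100, 1529 and 172.5, and it carried the extended E-box.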

We further confirmed NEUROD2 association with the promoter regions of *Lrp8* and *Cdk5r1* genes by NEUROD2 ChIP followed by qPCR (Fig. 3g and j). Finally, we asked whether NEUROD2 controls *Cdk5r1* and *Lrp8* transcription. We knocked down *Neurod2* expression almost completely in primary cortical neurons by high-efficiency transfection of small hairpin RNA (Fig. 3b). Remarkably, our RT-qPCR results demonstrated a significant, five-fold reduction in *Cdk5r1* mRNA levels after *Neurod2* knockdown, as compared to a control sample transfected with a non-targeting shRNA (Fig. 3h). *Lrp8* mRNA also exhibited a trend in reduction in NEUROD2 lacking neurons, however with lower significance (Fig. 3k). In sum, our results strongly support NEUROD2 control of radial migration and the Reelin signaling pathway through direct regulation of key genes such as *Cdk5r1* and *Lrp8*.

Next, we asked whether NEUROD2 was expressed in neurons of the intermediate zone (IZ), which is a developmentally transient cortical region through which post-mitotic neurons born in subventricular (SVZ) and ventricular (VZ) zones migrate in order to reach their final destination within the cortical plate (CP) [32]. To mark neurons that have completed their migration and are localized to the cortical plate, we performed co-staining with antibodies against the TBR1 transcription factor and NEUROD2. As expected, we identified NEUROD2+/TBR1+ neurons localized to the CP (Fig. 4a). In addition, a large fraction of NEUROD2+ neurons were localized within the IZ, below the layer of TBR1+ CP, most likely constituting the migratory population. Taken together, our results are consistent with a model in which NEUROD2 expression is initiated in post-mitotic neurons right before the onset of migration and regulates a set of genes, that includes critical components of the Reelin pathway.

**Fig. 4:**
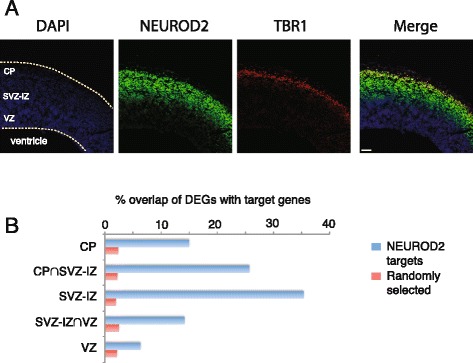
NEUROD2 target genes are enriched in the subventricular-intermediate zone of the developing cortex. **a** Immunofluorescent staining against NEUROD2 and TBR1, and DAPI staining on coronal sections prepared from E14.5 mouse brain. NEUROD2 positive neurons are observed in the SVZ-IZ region of the developing cortex. Scale bar, 62 μm. **b** The percentage of overlap between NEUROD2 target genes and differentially expressed genes (DEGs) in the cortical plate (CP), subventricular zone/intermediate zone (SVZ-IZ), ventricular zone (VZ), and those that are preferentially expressed in two regions (CP∩SVZ-IZ and SVZ-IZ∩VZ) are plotted. NEUROD2 target genes (*in blue*) display an enrichment in DEGs of the different cortical regions (in particular the SVZ-IZ region) as compared to randomly selected genes (*in red*) from the mouse genome

Next, in an unbiased approach to identify probable gene candidates regulating migration through the IZ, we asked whether the expression of a particular set of NEUROD2 targets were enriched in the neurons of this zone. Towards this goal, we took advantage of a study describing differentially expressed transcripts by laser capture microscopy followed by mRNA-SEQ within three major regions of the E14 cortex; cortical plate (CP), subventricular-intermediate zones (SVZ-IZ) and ventricular zone (VZ) [33]. In this study, each differentially expressed gene (DEG) was categorized as being strictly specific to one zone (CP, SVZ-IZ and VZ), or as being expressed in two of the three zones (CP∩SVZ-IZ and SVZ-IZ∩VZ). A comparison of NEUROD2 targets with the expression profiles of DEGs revealed that approximately 35 % of all SVZ-IZ specific genes (representing 18 genes in total) were also targets of NEUROD2 (p-value < 0.05) (Fig. 4b and Additional file 7). This comparison revealed lower percentages for the other four categories. For example, in the VZ where post-mitotic neurons are excluded and cell division of progenitor neurons takes place, only 6 % of DEGs were also targets of NEUROD2. 

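The expression data of the cortical zones were not used here, and the comparison with zone-specific genes was not repeated. For the 18 genes of Additional file 7, the number of regions assigned to each gene and its normalized score were taken from the peak lists. All 18 had at least 1 region, with a median of 4 and a range from 2 to 11. Of the 18 genes, 10 lay above the threshold (55.6%), against 5.04% of all genes, and their median score was 0.977. The highest score was that of Plxna2 (2.30, but −0.0427 without ab1 and −0.0428 without ab2) and the lowest that of Aff3 (−0.122). The paper chose these 18 genes as targets on the same libraries, so their share above the threshold is not independent evidence, and no test was made. With all 3 antibodies required, 13 of the 18 had a region and 3 lay above the threshold, and the same 2 counts were found without ab1 and without ab2. In the set of protein-coding genes the median number of regions was 16, from 7 to 67, and 10 genes again lay above the threshold.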

The overlap between DEGs in any category and equivalent numbers of randomly selected genes from the mouse genome was approximately 3 % (Fig. 4b). Consistent with known functions of previously identified genes that are required for radial migration, the functions of the 18 SVZ-IZ specific NEUROD2 targets converged on axon guidance, regulation of neuronal polarity and actin cytoskeleton (Additional file 7) [1]. Taken together, our combined data strongly support a role for NEUROD2 in radial migration of cortical neurons.

### NEUROD2 is positioned to control differentiation and axonal guidance of distinct cortical projection neuron lineages

Neurons that are migrating through the IZ during mid-embryogenesis differentiate into different types of cortical projection neurons [15]. The genetic programs that specify the identities of distinct cortical projection neuron lineages are only partially understood. Loss-of-function studies of a set of layer-specific transcription factors have unveiled their requirement for distinct axon guidance programs and establishment of lamina-specific connectivity [2, 34–38]. Interestingly, we noticed the presence of such a group of transcription factors that control the differentiation of layer-specific properties of cortical projection neurons in our NEUROD2 target gene dataset. We identified that both deep layer markers, such as *Fezf2* and *Bcl11b (Ctip2)* and upper layer markers such as *Cux1* and *Satb2* scored highly in our NEUROD2 target gene list (Additional file 4). 

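Only the first part of Additional file 4 could be read, so ranks in the paper's list were not compared. Bcl11b, on chromosome 12 of mm10 from 107910403 to 108003602, had 8 assigned regions but a normalized score of 0.527, below the threshold, with its closest region 2209 bp upstream of the TSS. Over the antibodies its score was 1.10 ± 1.05 (SD, n = 3), and Bcl11b lay above the lower thresholds of the settings without ab2 (0.620) and with all 3 antibodies required, but in neither case above the threshold with all peaks. Cux1, on chromosome 5 from 136248135 to 136567264, scored 0.791 with 3 assigned regions (0.494 ± 0.452 over the antibodies), below the threshold. Fezf2, on chromosome 14 from 12343388 to 12348189, scored 0.465 with 1 assigned region (0.569 ± 0.536 over the antibodies), below the threshold. With protein-coding genes alone and no decay, chosen after the values had been seen, these 3 genes lay above the threshold, with 15 assigned regions for Fezf2, 14 for Bcl11b and 12 for Cux1.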

Analysis of NEUROD2 peaks that mapped onto the genetic loci of *Fezf2*, *Bcl11b*, *Cux1* and *Satb2* uncovered association at several distinct points which overlapped with enhancer (H3K4me1) and promoter (H3K4me3) specific histone marks (Fig. 5b, f, j and n). 

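Without the histone data, which were not used here, the regions within 20 kb of Fezf2, Bcl11b and Cux1 were listed from the peak calls. Fezf2 had 4 regions, 1 of them with peaks of all 3 antibodies. This region ran from 12334715 to 12335901 on chromosome 14, lay 12881 bp downstream of the Fezf2 TSS beyond the end of the gene, and had scores of 1488 with ab1, 449.8 with ab2 and 106.1 with ab3. Bcl11b had 5 regions, 4 in its introns and 1 upstream of the TSS, from 108004663 to 108006958 on chromosome 12, with scores of 1992, 1198 and 61.3. Cux1 had 13 regions, all of them in its introns, and 6 carried the extended E-box. The strongest ran from 136486177 to 136488508 on chromosome 5, 79921 bp from the TSS, with scores of 2935, 1228 and 168.8. None of these 3 genes had a region with peaks of all 3 antibodies within 1 kb of its TSS.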

Examination of expression patterns at mid-embryogenesis revealed that *Neurod2* expression overlapped with the regions expressing *Fezf2*, *Bcl11b*, *Cux1* and *Satb2* (Allen Developing Mouse Brain Atlas and Fig. 5a, e, i, and m).

**Fig. 5:**
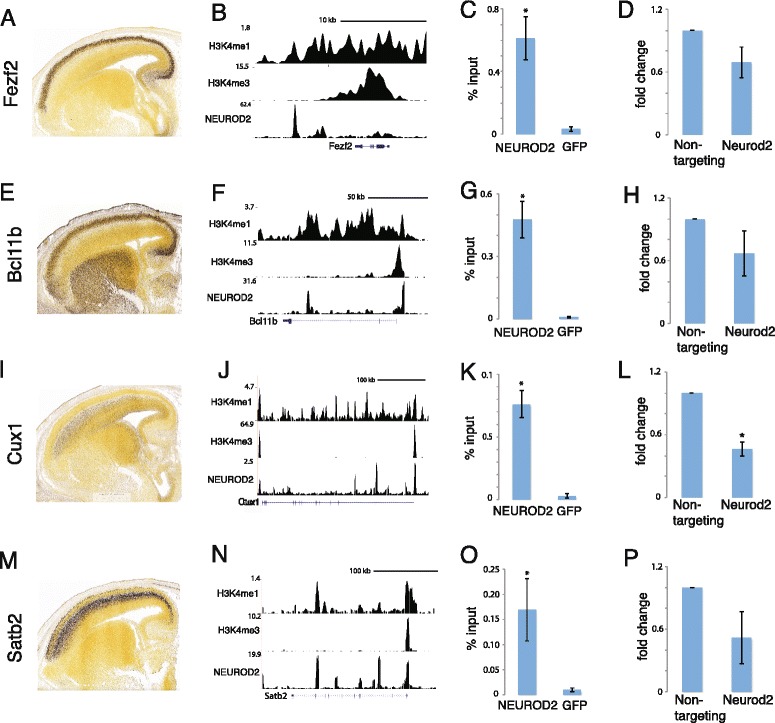
NEUROD2 target genes encode transcription factors that control the differentiation of distinct populations of cortical layer specific projection neurons. mRNA expression data is obtained from Allen Developing Mouse Brain Atlas (http://developingmouse.brain-map.org) for *Fezf2* (**a**), *Bcl11b* (**e**), *Cux1* (**i**) and *Satb2* (**m**) for E15.5 mouse brain. *Neurod2* expression overlaps with the domains expressing each of the cortical layer specific transcription factors. (**b**, **f**, **j** and **n**) NEUROD2 peaks are plotted relative to enhancer (H3K4me1) and promoter (H3K4me3) marks. H3K4me1 and H3K4me3 ChIP-Seq data is from (www.encodeproject.org) [31]. Peaks are plotted using the genome browser at genome.ucsc.edu. (**c**, **g**, **k** and **o**) NEUROD2 ChIP followed by qPCR confirms NEUROD2 binding to the promoter regions of all four layer markers relative to a negative control (GFP ChIP) (p-value < 0.05). Data is normalized to the amount of input DNA as described in the *Methods* section. Bars represent standard error of mean. Data represents two biological and five technical replicates. (**d**, **h**, **l** and **p**) mRNA levels of *Fezf2, Bcl11b, Cux1* and *Satb2* were quantified by RT-qPCR in neurons transfected with either a non-targeting or a Neurod2 shRNA. A significant reduction in *Cux1* mRNA levels was observed in the absence of NEUROD2. Each experiment represents 3 biological samples each analyzed in technical triplicates. Data is presented as fold change of control sample (* p-value = 0.0014). p-values for changes in expression of *Fezf2*, *Bcl11b* and *Satb2* were between 0.1 and 0.2. A non-targeting shRNA was used as control. Bars are standard error of the mean

Next, we confirmed NEUROD2 association with the promoter regions of these genes, by NEUROD2 ChIP coupled with quantitative PCR (Fig. 5c, g, k and o). Our analysis revealed that NEUROD2 associated strongly with the promoter regions of *Fezf2*, *Bcl11b*, *Cux1* and* Satb2 *genes. In order to determine whether NEUROD2 is required for the expression of cortical layer-specific transcription factors, we quantified their mRNA levels by RT-qPCR after Neurod2 knockdown in primary cortical neurons (Fig. 5d, h, l, and p). Interestingly, we observed a general trend in which all four transcription factor levels were reduced, albeit at varying levels of significance. In particular, the expression of *Cux1* mRNA was very significantly decreased by approximately 60 %. Together, our results argue that NEUROD2 is a principal regulator of a group of transcription factors that confer layer-specific identities to cortical projection neurons.

Given that a major function of layer-specific transcription factors during cortical development is to express the correct set of axon guidance receptors and establish proper connectivity, next we focused on how NEUROD2 might be involved in this process. Evidence supporting this possibility comes from a study demonstrating that *Neurod2* genetically interacts with another bHLH neuronal differentiation factor, *Neurod6*, to establish the corpus callosum and the anterior commissure fiber tract [11]. These axon guidance defects have been correlated with dysregulation of the cell adhesion protein *Cntn2* and the axonal receptor *Robo1* in *Neurod2/6* double knockout mice [11]. To our knowledge no other study has investigated a role for NEUROD2 in fasciculation and guidance of cortical projection neuron axons. Consequently, the full extent of the NEUROD2 regulated axon guidance pathways is unknown.

Our previous pathway analysis using the Biocarta database identified the Reelin signaling pathway as a primary target of NEUROD2, however did not reveal any suggestions of NEUROD2 regulation of cortical neuronal connectivity. Since different pathway databases have the potential to illuminate different aspects of a given gene set, to further explore NEUROD2 controlled pathways we compared our set of target genes against the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway database using David Bioinformatics Resources [39, 40]. Interestingly, our pathway analysis revealed *axon guidance* as the most significantly targeted pathway (p-value: 4.2 × 10^−13^) (Additional file 6). Among the 132 genes which construct different axon guidance pathways in the KEGG database, 30 were targets of NEUROD2 (Table 2 and Additional file 8). In particular, we observed an enrichment for genes that constitute the Ephrin/Eph Receptor, Semaphorin/Plexin Receptor and Slit/Robo Receptor signaling pathways. 

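The comparison with the KEGG database was not repeated here. For the 30 genes of Additional file 8, the assigned regions and normalized scores were read from the peak lists as for the other genes. Of the 30, 27 had at least 1 region (median 3, range 0 to 12), and Srgap3, Ptk2 and Epha7 had none, since their regions were closer to the TSSs of noncoding genes. Above the threshold lay 17 of the 30 (56.7%), and their list's median score was 0.958. The highest score was that of Sema6a (2.34, 4 regions, but −0.0397 without ab1 or ab2) and the lowest that of Slit3 (−0.0943, 4 regions). Slit1 had the largest number of regions, 12, with a score of 1.41, which fell to 0.150 without ab1 and 0.147 without ab2. These genes were selected by the paper from the same libraries, so no test was made of their share. Requiring all 3 antibodies left 17 genes with a region and 4 above the threshold, and so did leaving out ab1 or ab2. Restricting the genes to protein-coding ones gave all 30 genes at least 5 regions (median 11), and 15 lay above the threshold. Robo1 had 11 assigned regions but a score of −0.0104, with the region closest to the TSS used here 9753 bp upstream. This TSS, of the transcript with the longest span, lies 99449 bp from that of the Robo1 transcript listed in the paper, so both values are for another start site. Robo1 lay above the threshold when regions were counted without decay. Epha5 scored 1.60 and lay above the threshold with any antibody left out (0.990 to 1.61).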

Our results are consistent with a role for NEUROD2 in callosal axon guidance and in formation of commissural fiber tracts via direct expression of receptors or ligands mediating axon repulsion and attraction during the mid-embryogenic period.

**Table 2:** Top ten axon guidance genes targeted by NEUROD2

Gene symbol	Gene name	Ensembl ID	Normalized ClosestGene score
Epha3	Eph receptor A3	ENSMUST00000064405	52.6
Plxna4	Plexin A4	ENSMUST00000115096	51.8
Slit1	Slit homolog 1	ENSMUST00000025993	48.8
Plxna2	Plexin A2	ENSMUST00000027952	46.9
Sema5b	Semaphorin 5B	ENSMUST00000120756	42.3
Epha4	Eph receptor A4	ENSMUST00000027451	39.9
Nfatc2	Nuclear factor of activated T-cells	ENSMUST00000109184	39.6
Robo2	Roundabout homolog 2	ENSMUST00000023600	36.1
Unc5a	Unc-5 homolog A	ENSMUST00000109994	34.7
Robo1	Roundabout homolog 1	ENSMUST00000023600	33.0

In this study, we have identified the *in vivo* targets of NEUROD2, an effector transcription factor during the peak of cortical excitatory neurogenesis in mice. We have generated our NEUROD2 target gene dataset by carrying out a ChIP-Seq analysis on the cortex region of E14.5 stage mouse embryos. We discovered an enrichment of NEUROD2 binding locations at TSSs. However, we also observed that many binding sites were distant to TSSs and overlapped with enhancer regions. Our observations were in agreement with recent evidence suggesting that TSS-distal transcription factor binding sites are critical regulators of cell-type specific gene expression programs [41–44]. Therefore, to assign binding locations to individual genes, we utilized the ClosestGene method in order to capture the TSS-proximal and –distal peaks. Following our computational analysis we predicted 1,045 NEUROD2 target genes and verified a selected subset at a high rate of confirmation (10/11).

We found that NEUROD2 gene targets include critical regulators of radial migration of cortical neurons from the ventricular and subventricular zones to the cortical plate. A precisely regulated migration process in the developing cortex is essential for the establishment of a six-layered cortex. Molecularly, cortical radial migration requires REELIN, a glycosylated extracellular protein that is secreted by the Cajal-Retzius cells located in the most superficial marginal zone of the developing cortex. Reelin binds to LRP8 (ApoER2) and VLDLR receptors that are expressed by migrating cortical neurons and by doing so activates downstream signaling pathways that eventually reorganize the cytoskeleton and promote migration [1, 45]. Our data revealed that NEUROD2 binds to *Lrp8* gene at regions overlapping with promoter and enhancer specific histone markers and also possibly regulates its expression. Other essential regulators of cortical radial migration are the serine-threonine kinase CDK5 (cyclin dependent kinase 5) and its regulatory subunit CDK5R1 (p35). Loss-of-function mutations of both CDK5 and CDK5R1 result in impaired radial migration and abnormal cortical lamination [1, 46, 47]. Intriguingly, we demonstrated that NEUROD2 binds to and regulates the expression of *Cdk5r1* gene in cortical neurons. To date, a direct functional role for NEUROD2 in cortical migration has not been tested. However, consistent with our findings, a recent study reports abnormal laminar positioning of cortical projection neurons in *Neurod2* knockout mice [11]. Looking forward we are greatly interested in directly testing a role for NEUROD2 in the cortical migration process.

Consistent with our gene ontology results we showed that NEUROD2 was expressed in the neurons of the SVZ and IZ, which are zones of migrating neurons. Further, overlaying our dataset with a study describing differentially expressed genes in functionally distinct zones of the embryonic cortex revealed that NEUROD2 is associated with approximately 35 % of all genes enriched in the SVZ and IZ [33]. Many of these genes have not been investigated with regard to their functions in radial migration, and are highly likely to have essential roles in this process as they encode proteins that organize the neuronal cytoskeleton and control cellular adhesion. We also observed a number of genes that regulate axonal pathfinding within this overlapping dataset, including *Epha3, Plxna2* and *Robo2*, which might indicate additional roles for these receptors in migration, as it has been recently suggested [48–51]. In sum, our study is in agreement with a model in which NEUROD2 expression is initiated in post-mitotic cortical neurons and regulates their migration through the transcription of a set of genes controlling actin and microtubule dynamics and cell surface molecules with roles in cellular adhesion.

Finally, our data suggested that in addition to regulating the migration of cortical projection neurons, NEUROD2 also targets transcription factors that control the layer-specific identities and connectivity patterns of neurons located in different layers. In particular, we provided evidence that NEUROD2 controls both deep-layer markers, such as *Fezf2* and *Bcl11b (Ctip2)*, as well as upper-layer markers such as *Satb2* and *Cux1*. In summary, our dataset offers an exciting list of genes and pathways with putative roles in migration, layer-specific differentiation and axonal migration.

## Conclusions

Significant progress in recent years has identified critical transcription factors which specify progenitors to the cortical projection neuron fate. However, little is known about the effector programs that further control the differentiation of this important neuronal subtype [3, 15]. In this study, we report genome-wide targets of an effector transcription factor, NEUROD2, using a ChIP-Seq approach. Our results demonstrate that in mice at mid-embryogenesis (E14.5), a time point which overlaps with the peak of cortical excitatory neurogenesis, NEUROD2 binds to a set of genes whose functions coalesce into two essential processes; radial migration and axon guidance. Prominently, we verify that expression of *Cdk5r1*, a critical regulator of radial migration, and *Cux1*, a transcription factor which controls the differentiation of upper layer (II/III and IV) projection neurons [52–54] is dependent on NEUROD2. Our study highlights the value of ChIP-Seq experiments conducted within relevant tissue and during a developmental period [16] and offers the potential of unveiling novel genes and pathways regulating cortical projection neuron differentiation. NEUROD2 controls the differentiation and physiology of a variety of different types of neurons such as those located in the hippocampus, amygdala and cerebellum. Looking forward, it is of interest to identify NEUROD2 targets in the context of different spatiotemporal settings within the developing nervous system.

## Methods

### Chromatin immunoprecipitation (ChIP) and sequencing

Mouse embryonic day 14.5 cortices were dissected in ice-cold 1x HBSS containing 100 mM HEPES. For each ChIP-Seq experiment 30 embryos derived from 5 pregnant mothers were used. After dissection, tissue was triturated once in 1x HBSS and cross-linked for 10 min. in 1 % formaldehyde. Cross-linking was quenched by addition of glycine to 125 mM final concentration for 10 min. Tissue was lysed in cold RIPA buffer (0.05 M Tris–HCl pH 7.5, 0.15 M NaCl, 1 % Triton-X 100, 1 % Na-DOC, 0.1 % SDS) containing freshly added protease inhibitors and sonicated using a Bandelin Sonoplus HD2070 sonicator for 30 times at 70 % output for 20 s in the cold-room. Pellets was discarded after a 20 min. 4 °C centrifugation step at 14,000 rpm. Lysates was pre-cleared in Protein A/G magnetic beads (Pierce, cat. 88803). 10 % of the pre-cleared lysate was set aside as input control. Pre-cleared lysates were transferred to fresh eppendorfs and incubated with Protein A/G beads and ChIP antibodies (NEUROD2 antibodies are from Abcam, cat. ab104430, ab109406, ab168932; GFP antibodies are from Santa Cruz, cat. sc-8334, and Pierce, cat. 4B10B2). All antibodies were used at a 10 μg/ml final concentration. After antibody incubations beads were washed with seven different wash buffers twice for 10 minutes. (Buffer 1: 1X PBS, 0.1 % SDS, 0.5 % Na-DOC, 0.5 % NP-40; Buffer 2: 5X PBS, 0.1 % SDS, 0.5 % Na-DOC, 0.5 % NP-40; Buffer 3: 15 mM Tris–HCl, pH 7.5, 5 mM EDTA, 2.5 mM EGTA, 1 % Triton X-100, 1 % Na-DOC, 0.1 % SDS, 120 mM NaCl, 25 mM KCl; Buffer 4: 15 mM Tris–HCl, pH 7.5, 5 mM EDTA, 2.5 mM EGTA, 1 % Triton X-100, 1 % Na-DOC, 0.1 % SDS, 1 M NaCl; Buffer 5: 15 mM Tris–HCl, pH 7.5, 5 mM EDTA; Buffer 6: 50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 1 mM MgCl_2_, 0.05 % NP-40; Buffer 7: 50 mM Tris–HCl, pH 7.5, 10 mM MgCl_2_, 0.5 % NP-40). ChIP DNA was eluted in 300 μl elution buffer 1 (1 % SDS, 0.1 M NaHCO_3_) at 65 °C for an hour. Beads were discarded and the eluate was incubated for an additional 12–15 h at 65 °C. Equal volume of elution buffer 2 (100 mM Tris–HCl, 20 mM EDTA pH 8.0) and 1 μl of RNAse A (Thermo Scientific, cat. R1253) was added and incubated at 37 °C for 1 h. Then, 4 μl of Proteinase K (Thermo Scientific, cat. EO0491) was added and incubated at 50 °C for 2 h. ChIP DNA was purified by standard phenol-chloroform extraction followed by ethanol precipitation. Finally, library preparation and 50 bp single end sequencing (Solexa HiSeq 2500 platform) services were performed at Genewiz, Inc., USA.

### Data access

The data from this study were submitted to Gene Expression Omnibus (GEO) under the accession number [GEO:GSE67539].

### ChIP and qPCR of NEUROD2 binding sites

Ten percent of the lysate used for a single ChIP experiment was set aside as input. Using this input, chromatin DNA was prepared by standard phenol-chloroform extraction and ethanol precipitation. Input (input DNA) and chromatin immunoprecipitated DNA (ChIP DNA) were each dissolved in 300 μl water and 1 μl of each was used in a single qPCR reaction. The numerical value 3.32 (log_2_10, representing 10 % of input chromatin) was subtracted from the Ct value of the input sample to generate the adjusted input Ct. Following formula was used to calculate the input normalized chromatin immunoprecipitated DNA amount: 100 × 2^(Adjusted input Ct – ChIP Ct)^. ChIP DNA was prepared using NEUROD2 antibody 2 and negative control ChIP DNA by using GFP antibody 2 for all qPCR experiments (see Additional file 2). Primer sequences are provided in Additional file 9.

### Neurod2 knockdown in primary cortical neurons

An shRNA targeting Neurod2 was cloned into pSUPER-neo-GFP backbone vector as described in oligoengine.com. Oligos used for cloning are provided in Additional file 9. Primary cortical neuronal cultures were prepared from E14.5 pups. shRNA encoding plasmids were transfected into primary cortical neurons immediately before plating by nucleofection (P3 primary cell 4-D nucleofector X kit, Lonza, program no: CU-133). After plating, transfected neurons were cultured for 4 days *in vitro* before harvesting. For western blotting cells were lysed in ice-cold RIPA buffer. For total RNA isolation cells were lysed in Trizol (Thermo Scientific, Inc.).

### Reverse transcription and qPCR of NEUROD2 target genes

Ten nanogram total RNA was used to prepare cDNA from Neurod2 knockdown and non-targeting samples (Transcriptor high-fidelity cDNA synthesis kit, Roche). mRNA levels were quantified by qPCR analysis (Luminaris Color Higreen qPCR Master Mix, Thermo Scientific) with primers listed in Additional file 9 (CFX Connect Real-Time PCR Detection System, BioRad).

### Identification of NEUROD2 peaks

Peak calling was performed using tools available on Galaxy Project (usegalaxy.org). Tool names and versions are indicated below. Single end 50 bp raw sequences in fastq format were mapped onto the mouse genome (mm10 build) with *Bowtie for Illumina* (version 1.1.2) [17, 18]. Two mismatches were allowed within a 28 nt seed region. PCR duplicates with identical start and end points were removed and collapsed onto a single read with *rmdup* (version 1.0.0). Reads that mapped onto multiple locations on the genome were removed with *Filter SAM* (version 1.0.0). Peaks locations were identified with *MACS* (Model-based analysis of ChIP-Seq version 1.0.1) [19]. 50 nt tag size, 200 nt band width, 1 × 10^−5^ p-value cutoff and an MFOLD high confidence enrichment ratio of 20 were used as input parameters. Results from ChIP performed using GFP antibodies were used as ChIP-Seq control files for MACS analysis. GFP ChIP reads generated with a rabbit antibody (Santa Cruz cat. sc-8334) were used as input controls for NEUROD2 ChIP reads generated with rabbit antibodies (Abcam cat. ab104430 and ab109406). GFP ChIP reads generated with a mouse antibody (Pierce, cat. 4B10B2) were used as input controls for NEUROD2 ChIP reads generated with a mouse antibody (Abcam cat. ab168932). The antibody information is presented in Additional file 2.

### Bioinformatics analysis of peak sequences

MACS outputs from ChIP-Seq data using different NEUROD2 antibodies were combined to yield a single set of high-confidence peak locations. To this end, we first eliminated isolated instances where a MACS peak from an antibody has no overlap with those derived from the other two antibodies. Remaining overlapping peaks were next merged to yield a single set of 32,367 peak regions which, by construction, are confirmed by at least two experiments. The midpoint of each peak was used as the peak location.

The statistical analysis of peak locations was done on the genome assembly GRCm38/mm10 with Ensembl annotations for coding and noncoding regions CDS, 5′UTRs, 3′UTRs, and introns [24, 55]. In order to prevent double counting due to multiple transcripts per gene in the Ensembl database, the longest transcript was selected as representative of each gene. All numerical analyses were performed by means of custom Perl scripts using the Bioperl module for efficiency.

Binding preference of NEUROD2 to different types of intragenic regions was investigated by comparing the observed peak count *n* for a given region type with the corresponding mean $$ \overline{n} $$ and standard deviation *σ*, both of which were obtained from a uniformly random reassignment of the observed intragenic peaks to transcript regions genome-wide. We measured the binding preference in terms of the deviation of the observed peak count from the random expectation, where the deviation was expressed in multiples of the standard deviation, i.e., $$ bp=\left(n-\overline{n}\right)/\sigma . $$

Affinity of NEUROD2 for binding specifically in the proximity of transcription start sites (TSSs) was investigated by considering all peak/TSS pairs located up to 10^6^ bps apart and constructing the corresponding peak-TSS distance histogram.

NEUROD2 consensus sequence was determined by using MEME ChIP Suite using 32,367 NEUROD2 peak sequences as input. Accession numbers for data downloaded from Encode Project (encodeproject.org) were: For E14.5 whole brain ChIP using antibodies against, H3K4me1 (ENCSR000CCZ), H3K4me3 (ENCSR000CDA) and CTCF (ENCSR000CEH) [31]. All data downloaded from Encode Project were generated by the Bing Ren Laboratory, UCSD. Gene ontology analysis was performed as described in [56].

### Target gene identification

Individual peaks were assigned to genes using the *ClosestGene* method as described in [29]. Briefly, each of the 32,367 NEUROD2 peaks was assigned to the closest transcription start site belonging to a specific gene and received a positive score that decreased with the distance from the assigned TSS. Each gene received a cumulative *ClosestGene* target score which was the sum of the scores of all associated peaks. As a background control 32,367 randomly distributed peaks along the mouse genome were assigned to specific genes using the same method.

### Use of animals

All mice were bred and housed at Koç University Animal Research Laboratory. Timed pregnant BALB/c strain mice at E14.5 stage were sacrificed by cervical dislocation, and embryos were retrieved into ice-cold 1x HBSS for cortical dissection. All animal experiments were done in accordance with guidelines provided by the Koç University, The Turkish Ministries of Food, Agriculture and Live Stock, Forestry and Water Management and the European Union. Ethics approval was obtained from The Koç University Institutional Animal Care and Use Committee (no. 2013–1).

## Additional files

Additional file 1:
**In this file we provide raw data for characterization of antibodies used for NEUROD2 ChIP-Seq experiments.** In order to test for antibodies that work well in the immunoprecipitation (IP) technique, we over-expressed myc-tagged NEUROD2 in Neuro2A cell line, immunoprecipitated with one of three different NEUROD2 antibodies, and immunoblotted (IB) with a myc antibody. All three antibodies robustly immunoprecipitated overexpressed NEUROD2. s/n: supernatant. (PDF 128 kb) Additional file 2:
**In this file we provide the raw sequencing counts and number of peaks for each ChIP-Seq experiment with individual antibodies used in this study.** (XLSX 7 kb) Additional file 3:
**In this file we list the genome-wide** ***in vivo*** **NEUROD2 peak coordinates.** (XLSX 3195 kb) Additional file 4:
**In this file we list the genome-wide** ***in vivo*** **NEUROD2 target genes.** (XLSX 799 kb) Additional file 5:
**Confirmation of NEUROD2 binding to putative target genes identified by the ClosesetGene method.** NEUROD2 ChIP and GFP ChIP DNA were used as templates for qPCR analysis. Data is represented as the amount of enrichment in target genes in NEUROD2 ChIP DNA as compared to a negative control GFP ChIP DNA. NEUROD2 non-target genes did not display a significant level of NEUROD2 binding. (XLSX 9 kb) Additional file 6:
**In this file we provide the list of most significantly represented pathways among NEUROD2 target genes (http://david.abcc.ncifcrf.gov/home.jsp).** (XLSX 7 kb) Additional file 7:
**In this table we provide the NEUROD2 target genes that are differentially expressed in the SVZ-IZ region.** (XLSX 10 kb) Additional file 8:
**In this table we provide the NEUROD2 target genes that function in axon guidance pathways.** (XLSX 11 kb) Additional file 9:
**This table lists the sequences of all primers used in this study.**

# Supplementary material for: Genome-wide target analysis of NEUROD2 provides new insights into regulation of cortical projection neuron migration and differentiation
**Source:** BMC Genomics. 2015 Sep 5;16:681. doi: 10.1186/s12864-015-1882-9
**Supplement:** Additional file 1: — In this file we provide raw data for characterization of antibodies used for NEUROD2 ChIP-Seq experiments. In order to test for antibodies that work well in the immunoprecipitation (IP) technique, we over-expressed myc-tagged NEUROD2 in Neuro2A cell line, immunoprecipitated with one of three different NEUROD2 antibodies, and immunoblotted (IB) with a myc antibody. All three antibodies robustly immunoprecipitated overexpressed NEUROD2. s/n: supernatant.

**Additional file 1.** Immunoprecipitation with three NEUROD2 antibodies

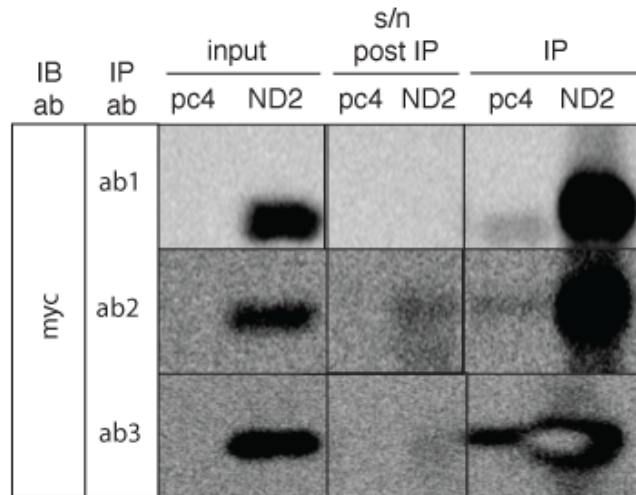

Neuro2A cells lines were transfected with Neurod2-myc or parent vector (pcDNA4). Immunoprecipitation was carried out as described in the *Methods* section. Western blotting was performed with a myc antibody. s/n: supernatent, IP: immunoprecipitation. All three antibodies successfully immunoprecipitated NEUROD2-myc.

| NEUROD2 antibodies | Specie | Brand | Catalog no. |
|--------------------|--------|-------|-------------|
| ab1                | mouse  | Abcam | Ab168932    |
| ab2                | Rabbit | Abcam | Ab104430    |
| ab3                | Rabbit | Abcam | Ab109406    |

How the deposited data were processed for this re-analysis (not part of the article)

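NEUROD2 binding was measured by ChIP-Seq in the cortex of E14.5 BALB/c mice with 3 antibodies, ab1 raised in mouse and ab2 and ab3 raised in rabbit, and with GFP antibodies of both host species as controls. Each antibody has 1 library, so the 3 NEUROD2 libraries are 3 measurements of a single condition with different antibodies, and there is no biological contrast between groups. The libraries hold between 22361435 and 26767599 reads for NEUROD2 according to Additional file 2, which also lists 17938715 reads of input chromatin. How well each library covers the genome cannot be read from peak lists, so the precision given for a share is its counting error, and the spread given for a result is the SD over the antibodies.

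The authors mapped the reads to mm10 with Bowtie on Galaxy, removed duplicates and reads with several map positions, and called peaks for each antibody with MACS against the GFP library of the same host species, with the p-value cutoff, tag size, band width and fold range given in the Methods. The deposited score of each peak is the peak caller's −log10 p-value times 10, as the authors' peak caller wrote it, and was neither scaled between libraries nor corrected for their depth. The deposited peak files were checked for their number of peaks against Additional file 2, and the counts were equal for all 3 antibodies. The peak files give positions from 0, and all positions printed here count from 1.

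From the peak lists, overlaps of at least 1 bp were found, overlapping peaks were merged, and merged regions with peaks of at least 2 antibodies were kept, as the Methods describe. The chance level of overlap came from 1000 shifts of 1 list along each chromosome, in coordinates without runs of unknown bases. Correlations used the log10 of the highest score of each antibody in a region. Region midpoints were placed on GRCm38 (mm10) with the transcripts of GENCODE release M21, which holds 141730 transcripts of 55413 genes and corresponds to Ensembl 96. The paper's text does not name its Ensembl release. Following the Methods, the transcript with the longest span was used for each gene. Chance levels came from 1000 sets of random positions on known bases, or on the transcripts for segments, with a fixed random seed. The extended E-box was searched in 200 bp around each midpoint and in windows of 200 bp that start 1000 bp beyond the ends of the region, with McNemar's exact test, and in dinucleotide-shuffled sequence with 1000 bootstrap resamples for intervals. The mice are BALB/c and the reference is of another strain, so strain variants in motifs were not seen.

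The gene score was the sum over the regions closest to a gene's TSS of a weight that falls exponentially with a decay length of 5000 bp, minus the mean of the same score over 100 random sets. The threshold was the mean plus 1 SD over the genes with at least 1 region, computed anew in each setting, so that calls in an alternative setting are relative to its own threshold. Correlations over the 15 genes of Additional file 5 were tested with 100000 permutations, and the difference between these genes and the 5 non-targets by enumerating all 15504 arrangements. Of the 44 transcripts listed in Additional files 7 and 8, all were found in the annotation, 39 were the transcript used here, and 41 had a TSS within 1000 bp of the TSS used. Analyses were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The overlap, E-box, TSS and score calculations were first tested on simulated data with known answers.

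The alternatives tried were a peak score of at least 100, an overlap of at least 50% of the shorter peak, regions with all 3 antibodies, the position of the highest peak in place of the midpoint, each antibody left out in turn, protein-coding genes or all annotated transcripts, other motif definitions and backgrounds, other ways to correlate the scores, and other decay lengths of 1000 and 50000 bp, no decay or a single random set for the gene score. Genes named in the text were those that the paper's results or Table 2 name as targets, those of Additional file 5, the highest and lowest of Additional files 7 and 8, the 5 highest scores here and the 3 regions with the highest peak scores.

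The reads, the input and GFP libraries as data, the CTCF and histone data, the expression data of the cortical zones, the ontology and pathway databases, and the qPCR and knockdown measurements were not used here. Additional file 3 was read in its first 1998 entries only and Additional file 4 in its first part only, so neither was used for an overlap or an enrichment.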

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

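The comparison of peaks with low scores and the reading of flank shares as calls without binding were chosen after the result was seen, while the tests against shuffled sequence were set out beforehand.

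Peaks that a single antibody called were discarded in the paper and not examined further, and they carry a signal. Of the 18825 peaks on the main chromosomes that only ab1 called, 57.8% (95% confidence interval 57.1 to 58.5) had the extended E-box in their central 200 bp, against 22.2% of their flanks (McNemar's exact test, two-sided, p = 1e-300, the smallest value given here, and 3e-300 after Benjamini-Hochberg adjustment over 6 tests). Of the 2645 peaks that only ab2 called, 52.6% (50.7 to 54.5) had it, against 22.9% of their flanks (McNemar's exact test, two-sided, adjusted p = 8.55e-108). The 102 peaks that only ab3 called had it in 31.4% of cases, against 16.7% on the one side and 27.5% on the other, and the latter comparison showed no detectable difference (McNemar's exact test, two-sided, adjusted p = 0.644).

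Calls placed without regard to the motif would carry it as often as their flanks. The shares of 57.8% and 52.6% argue against this for the bulk of these peaks. Flanks cannot stand for unspecific calls at sites that carry the motif anyway, and no GFP signal per peak was used here to test for those. Base composition is argued against as well, since the share was 2.55 times (2.49 to 2.63) that in dinucleotide-shuffled windows for ab1 and 2.28 times (2.13 to 2.47) for ab2. What stays open is that these are sites of the same kind with a lower signal. Among peaks of ab1 with a score under 100, 60.5% (59.7 to 61.3) of those that only ab1 called and 60.9% (59.5 to 62.3) of those shared with another antibody had the motif. For these peaks the explanation stays open. Over all scores, the share was 57.8% for peaks that only ab1 called and 60.3% (59.8 to 60.8) for the shared ones. Peaks of ab1 alone with a score of at least 100 therefore carried the motif less often than 57.8%. This argues against the explanation for these stronger peaks. The same comparison was not made for ab2. Whether ab1 or ab2 also precipitates another protein that binds the E-box was not tested, and neither was the number of unique reads per library. The data hold 1 condition, so no biological explanation was tested.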

How the results depend on the processing

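Transcripts with the longest spliced length, all 3 antibodies combined with protein-coding genes, and protein-coding genes combined with a decay of 50000 bp or with none were tried only after the results had been seen.

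Over 14 results and 114 changes of setting, 79 left the result on its side of the threshold or within its limits, 27 moved it, 3 brought it past the threshold and 5 changed its sign. The 3 are a single change, to protein-coding genes, counted once for each of its weights by distance. The E-box enrichment (10 settings, ratio 1.25 to 2.82), the intragenic share (11 settings, 51.2 to 62.4%), the intron share (10 settings, 79.0 to 90.9%), the enrichment in the first 5'UTR exon (10 settings, 5.99 to 23.9-fold) and the share within 1 kb of a TSS (11 settings, 4.51 to 19.9%) kept their direction against random positions or flanks in every setting run. The fold for the 5'UTR fell to 7.14 without ab1 and 7.01 without ab2, and the TSS share to 7.25% and 7.09%, so their size rests on the regions that ab1 and ab2 share.

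Requiring a peak score of at least 100 gave 44094 overlapping peaks and 20167 regions. Requiring all 3 antibodies gave 7160 regions and 911 genes above the threshold, and accepting any antibody gave 53837 regions, which follows from fewer or more regions being kept. Across the 3 analyses that each left out 1 antibody, overlapping peaks ranged from 14566 to 65625, regions from 7203 to 32218 and genes above the threshold from 904 to 2783. The low ends come from leaving out ab1 (14566 peaks, 7203 regions, 904 genes), with close values without ab2 (14617, 7226 and 910), since ab3 has few peaks.

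Correlations moved with the values compared. For ab1 and ab2, r was 0.915 without the log, 0.444 with missing peaks at 0 and 0.977 for peak numbers in windows of 1 Mb, and rho was 0.845. For ab1 and ab3 the same values were 0.660, 0.632, 0.844 and 0.738. For ab2 and ab3, r was 0.817 without the log, 0.664 with missing peaks at 0 and 0.861 in windows. Whether the GFP library that ab2 and ab3 share affects their coefficient was not tested.

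Protein-coding genes alone left 909 genes above the threshold, against 1842 with a decay of 50000 bp and 1627 without decay. The combinations with protein-coding genes gave 1082 genes at 50000 bp and 778 without decay. Spearman's rho with the scores in the paper, −0.0464 in the setting chosen at the outset, became 0.0107 with protein-coding genes, 0.482 with a decay of 50000 bp and 0.546 without decay, and 0.825 and 0.942 with both changes at once. In the other direction, it was −0.429 with a decay of 1000 bp, −0.239 with a peak score of at least 100 and −0.186 with a single random set. It ranged from −0.0643 to −0.0464 with 1 antibody left out. The difference in median regions between the 15 scored genes and the 5 non-targets was 8 with protein-coding genes (p = 0.0467, two-sided exact permutation test), whatever the weight by distance, which cannot alter the number of assigned regions, and 0 to 1 with 1 antibody left out. Using protein-coding genes reassigns the regions closest to noncoding genes, and the cause of the changed order of the 15 genes was tested only in part.

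Antibody ab3 gave 7470 peaks against 35310 for ab2, so the regions with all 3 antibodies are bounded by what ab3 detected.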

Differences from the paper's values

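The settings described as chosen after seeing the values were protein-coding genes combined with a decay of 50000 bp or with none, and all 3 antibodies combined with protein-coding genes. Each alternative setting has its own threshold for the gene score.

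The correlation between ab1 and ab3 was 0.683 against the paper's 0.75, and that between ab2 and ab3 was 0.769 against the paper's 0.84. The paper labels its coefficients R², and the squares of the values here, 0.466 and 0.592, lie farther from the paper's. None of the alternatives set before the data were examined closed the gap for ab2 and ab3. For ab1 and ab3, Spearman's rho came closest, with an interval of 0.727 to 0.749 that ends just below the paper's rounded 0.75. The alternatives gave 0.660, 0.632, 0.738 and 0.844 for ab1 and ab3, and 0.817, 0.664, 0.770 and 0.861 for ab2 and ab3, for scores without the log, missing peaks at 0, Spearman's rho and peak numbers per window of 1 Mb.

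The share of regions inside transcripts was 61.0% (SD of 1.44 over the antibodies) against the paper's 45%. It is within 1.5 times the paper's value, but no setting run reached 45%, with shares from 51.2 to 62.4%. The enrichment in the first 5'UTR exon was 23.6-fold against the paper's 8-fold. Of the alternatives set before the data were examined, regions with all 3 antibodies (6.12), leaving out ab1 (7.14) and leaving out ab2 (7.01) came within the range of the paper's value. A peak score of at least 100 (20.5), the 50% overlap (23.6), the position of the highest peak (23.9), leaving out ab3 (23.7) and protein-coding genes (22.6) did not. Regions with all 3 antibodies together with protein-coding genes, chosen after seeing the values, gave 5.99.

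The ratio for the first 3'UTR exon was 0.628, below the random level, against the paper's 2-fold enrichment. The ratio for the second 3'UTR exon was 0.665 against the paper's 2-fold. None of the alternatives set before the data were examined closed these gaps, with values from 0.604 to 0.792 for the first exon and from 0.617 to 0.874 for the second.

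The number of genes above the threshold was 2793 against the paper's 1045. Of the alternatives set before the data were examined, regions with all 3 antibodies (911), leaving out ab1 (904) or ab2 (910), protein-coding genes (909), a decay of 50000 bp (1842) and no decay (1627) no longer differed, being within 1.5 times the paper's value or within the SD of 813 over the antibodies. A peak score of at least 100 (2996), the 50% overlap (2703), the position of the highest peak (2803), leaving out ab3 (2783), a decay of 1000 bp (4101) and a single random set (3402) did. Protein-coding genes with a decay of 50000 bp (1082) or with none (778), both chosen after seeing the values, came within the range too.

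The paper names Fyn, Cdk5r1, Dab1 and Lrp8 as targets, and 2 of the 4, Fyn and Cdk5r1, lay above the threshold here, although Cdk5r1 did not without ab1 (0.0530) or ab2 (0.0493). Lrp8 scored 0.815, and was above the threshold with a peak score of at least 100 and with both combinations of protein-coding genes chosen after seeing the values. Dab1 scored −0.0406, and was above the threshold only with protein-coding genes and no decay, chosen after seeing the values.

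The paper ranks Fezf2, Bcl11b and Cux1 highly, and none of the 3 lay above the threshold here. Bcl11b (0.527) was above it with a decay of 50000 bp, with no decay, with all 3 antibodies and without ab2. Cux1 (0.791) was above it with a peak score of at least 100. Fezf2 (0.465) was above it under none of the alternatives set before the data were examined. All 3 were above it with both combinations of protein-coding genes chosen after seeing the values. Tle1, another of the 11 genes that the paper scores above 20, had a score of 0.8001 and was above the threshold only with a peak score of at least 100.

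The paper counts all 18 genes of Additional file 7 as targets, and 10 of the 18 lay above the threshold here, and 3 without ab1 or without ab2. Under the alternatives set before the data were examined, the highest count was 12, with a decay of 50000 bp, and a peak score of at least 100 gave 11. Protein-coding genes with a decay of 50000 bp gave 15, and with no decay 18, both chosen after seeing the values. Each of the 18 was therefore above the threshold in at least 1 setting.

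The paper counts all 30 genes of Additional file 8 as targets, and 17 of the 30 lay above the threshold here, and 4 without ab1 or without ab2. The count was 18 with the position of the highest peak. It was 15 with protein-coding genes, a decay of 50000 bp or a peak score of at least 100, and 11 with no decay. Among the alternatives set before the data were examined, Efnb2, Itgb1, Nck2, Nrp1, Robo1, Sema4d and Sema5b passed in at least 1. Efnb2 and Nck2 did so with a peak score of at least 100, Efnb2 also with the position of the highest peak, Itgb1, Nck2 and Sema5b with a decay of 1000 bp, Itgb1 with a single random set, Robo1 and Sema4d with a decay of 50000 bp, and Robo1 and Nrp1 with no decay. With the combinations chosen after seeing the values, Efnb2, Robo1, Sema5b and Srgap3 passed with both, Ntn4, Ptk2 and Sema4d with the decay of 50000 bp, and Nck2, Nrp1, Plxnc1 and Slit3 with no decay. In total, 24 of the 30 passed with protein-coding genes and the decay of 50000 bp, and 21 with protein-coding genes and no decay. Epha5, Cxcr4, Sema6a and Sema4b, above the threshold in the main setting, fell below it with protein-coding genes and no decay. Epha7 was above the threshold in no setting run. For Robo1 and Nck2 the TSS used here lies 99449 and 87818 bp from that of the transcript listed in the paper, so their scores are for other start sites.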

Other observations

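All tests of explanations in this part were chosen after the results were seen, although protein-coding genes and no decay, as separate changes, had been listed at the outset.

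Regions within 1 kb of a TSS carried the extended E-box less often (27.2%) than regions farther away (65.7%). Base composition does not account for this, since the share was 1.72 times (1.60 to 1.85) that in dinucleotide-shuffled windows near TSSs and 2.73 times (2.67 to 2.79) elsewhere. Lower peak scores do not either, because in the fifth of regions with the highest scores 34.6% (31.2 to 38.2) of those near TSSs and 61.9% (60.7 to 63.2) of the others had the motif. Regions that ab3 did not call are not the whole of it, since regions with all 3 antibodies had it in 46.5% (42.2 to 50.8) of cases near TSSs and 64.8% elsewhere. Of the whole regions near TSSs, 78.4% held a motif against 78.7% of flanks of the same length. This cannot decide whether the motif lies outside the central 200 bp. The GC content was 57.9% in these regions and 44.6% in the flanks, and whole regions were not compared with shuffled sequence. Precipitation of DNA at active promoters without direct contact to the motif stays open, and no GFP signal per region was used here to test it. No biological explanation was tested, since the design holds 1 condition.

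A smaller share of the peaks of ab3 (7.19%) than of ab1 and ab2 lay within 1 kb of a TSS. If ab3 had detected only the strongest sites, the 7470 strongest peaks of ab2 would have had a similar share, but they had 11.2% (10.5 to 11.9). This lies between the share of ab3 and the 15.8% of all peaks of ab2. Detection of only the strongest sites may thus account for part of the difference, but not for all of it. The GFP library does not account for it, since ab2 was called against the same library and had 15.8% (15.4 to 16.2). Recognition of NEUROD2 in different complexes was not tested, and no biological explanation was tested.

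Antibody ab3 gave fewer peaks than the others. The number of reads does not account for this, since ab3 gave 334 peaks for each 1000000 reads and ab2 gave 1530. The GFP control does not either, as ab2 gave 35310 peaks and ab3 gave 7470 against the same library. The number of unique reads, which was not used here, and the yield of the precipitation stay open, and no biological explanation was tested.

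The recomputed score did not rank the 15 genes of Additional file 5 as the paper's score does (rho −0.0464). Regions assigned to noncoding genes were not enough to explain this, with a rho of 0.0107 when only protein-coding genes were used (two-sided permutation test, p = 0.974). A weight by distance that differs from the one used in the paper is a candidate explanation, since rho was 0.546 when regions were counted without decay (two-sided permutation test, p = 0.0381). The gene catalogue and the weight together may explain more, with a rho of 0.942 (two-sided permutation test, p = 1e-05, the smallest possible). Neither setting is known to be that of the paper, and the number of regions closest to a gene also follows the size of its surroundings. The number of assigned regions and the mean number in random sets were compared over genes with at least 1 region. Spearman's rho was 0.424 over 16084 genes of all types and 0.610 over 9602 protein-coding genes. Genes without a region were left out, and genes are not independent replicates.

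The count of genes above the threshold was compared with random sets. Evenly drawn positions do not account for the 2793 genes, since random sets put 467 genes (418 to 512) above the same threshold. These sets lack the accumulation near TSSs, with 3.86% of positions within 1 kb against 15.7% of the regions. The comparison therefore cannot separate clustering on single genes from that accumulation. The count may nevertheless depend on a threshold set relative to the scores themselves, because random sets with a threshold from their own scores gave 3435 genes (3367 to 3515). With protein-coding genes alone the corresponding numbers were 909 genes, 137.2 in random sets at the same threshold and 1755 at their own. No biological explanation was tested.

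Primer pairs of 11 genes from the paper's list for ChIP-qPCR were placed on mm10 as a separate check. Each gave 1 product, except the pair for Dlx2, which gave none. The products for Bcl11b, Cdk5r1, Cux1, Fezf2, Lrp8 and Nhlh2 lay in merged regions, and those for Calb2, Gad1, Gsx2 and Npy lay 9172, 3593, 45220 and 26882 bp from the closest region. The product for Bcl11b overlapped peaks of all 3 antibodies. Of these 6 products in regions, only that for Nhlh2 contained the extended E-box, and the product for Gad1, outside any region, contained it as well. The qPCR measurements themselves were not used here.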
